# Jagged1 regulates extracellular matrix deposition and remodeling in triple-negative breast cancer

**DOI:** 10.1126/sciadv.aea9562

**Published:** 2026-03-18

**Authors:** Marjaana Parikainen, Ujjwal Suwal, Pekka Rappu, Jyrki Heino, Cecilia M. Sahlgren

## Abstract

The extracellular matrix (ECM) and tumor microenvironment heterogeneity drive cancer progression and treatment resistance. High Jagged1 expression correlates with poor patient survival and promotes tumor growth and invasion in triple-negative breast cancer (TNBC). Using transcriptomics, proteomics, and imaging of cancer cell/fibroblast cocultures in vitro and in vivo, we demonstrate that Jagged1-mediated cross-talk between TNBC cells and fibroblasts enhances myofibroblast activation, collagen accumulation, and alignment of ECM fibers. In single-cell RNA sequencing data of TNBC tumors, high Jagged1 expression gives rise to a myofibroblast subpopulation previously associated with enhanced invasion. Jagged1 increases transforming growth factor–β (TGFβ) activity in fibroblast cocultures, and TGFβ inhibition prevents the Jagged1-induced ECM alignment. Thus, Jagged1 regulates ECM remodeling upstream of TGFβ. Furthermore, higher substrate stiffness up-regulates Jagged1, suggesting a feed-forward loop between Jagged1, ECM stiffness, and TGFβ. With the emergence of safe therapeutics targeting specific Notch components, Jagged1 modulation may offer an approach for treating invasive breast cancer.

## INTRODUCTION

Tumor progression and metastasis depend on the cancer cell–intrinsic changes and the formation of a supportive tumor microenvironment (TME) (*1*, *2*). The TME consists of various types of nonmalignant cells, including immune cells, endothelial cells, adipocytes, and fibroblasts, surrounded by the extracellular matrix (ECM). The ECM is a complex and dynamic network of cross-linked proteins that coordinates cellular behavior in multicellular organisms. Increased matrix deposition, stiffness, and a more aligned ECM organization, stimulated by such key signaling pathways as transforming growth factor–β (TGFβ) and hypoxia signaling, drive tumor cell malignancy and metastasis (*3*–*5*). The stiff ECM of tumors is increasingly recognized as a major factor hindering immune infiltration and promoting therapy resistance, and thus, understanding the mechanisms driving ECM dysregulation in the TME is of utmost importance for the development of novel cancer therapeutics.

In malignant tumors, cancer-associated fibroblasts (CAFs) play a critical role in synthesis and organization of the ECM. Diverse cellular origin, spatial location, and inherent plasticity of the CAFs make them a versatile cell type for which three major phenotypes have been described: myofibroblastic CAFs (myCAFs), inflammatory and growth factor–enriched CAFs (iCAFs), and antigen-presenting CAFs (apCAFs) (*6*). myCAFs actively secrete ECM proteins, such as fibronectin (FN) and collagens, and ECM-modifying enzymes, including matrix metalloproteases (MMPs) and lysyl oxidase (LOX) (*6*–*9*). myCAFs are typically contractile and express α-smooth muscle actin (αSMA). In different tumors, myCAFs may either prevent or promote cancer progression. Breast cancer is the leading cause of cancer death in women, complicated by molecular subtypes defined by estrogen receptor (ER), progesterone receptor (PR), and human epidermal growth factor receptor 2 (HER2) status. Triple-negative breast cancer (ER−/PR−/HER2−) is aggressive and treatment-resistant, underscoring the need for new therapies. In breast cancer, the abundance of αSMA-positive myCAFs correlates with a more aggressive phenotype and disease relapse (*10*, *11*). Multiple paracrine factors within the TME have been reported to induce the differentiation of stromal fibroblasts or iCAFs into myCAFs, especially TGFβ. Emerging evidence suggests that juxtacrine cell-cell contact–mediated mechanisms may also play a role in this context (*12*–*17*).

The Notch signaling pathway has a critical role in embryogenesis and maintenance of most tissues, and aberrant Notch signaling is frequently observed in various cancers. Notch signaling is activated when a Notch ligand interacts with a Notch receptor in a cell-cell contact–dependent manner. Upon activation, the receptor undergoes two subsequent cleavages to release its intracellular domain, which then translocates to the nucleus to activate target gene expression. Mammalian cells express four Notch receptors (Notch1 to Notch4) and five Notch ligands (Jagged1, Jagged2, Dll1, Dll3, and Dll4). Notch activating cell-cell contacts in cancer may occur either between cancer cells or cancer cells and cells of the TME. Both oncogenic and tumor-suppressive effects of Notch have been shown, depending on the context, and Notch signaling is involved in all hallmarks of cancer (*18*).

In breast cancer, the Notch signaling pathway has been implicated in tumor progression and triple-negative breast cancer (TNBC) (*19*). Most research has focused on the role of Notch receptors in breast cancer pathogenesis, while comprehensive studies on the functional roles of Notch ligands are lagging behind. The Notch ligand Jagged1 is overexpressed in several cancer types and participates in many tumor-promoting activities, such as increased proliferation, vascularization, and invasion (*20*). In breast cancer, high Jagged1 expression has been associated with the aggressive basal subtype and an increased risk of metastasis (*21*–*24*), but a more detailed understanding of Jagged1-mediated tumorigenic functions is still missing.

In this study, we show that Jagged1 promotes the in vivo growth and invasion of TNBC cells. High expression of Jagged1 predicts poor patient survival, specifically in aggressive breast cancer subtypes (HER2-enriched and basal-like/TNBC). Using previously published single-cell RNA sequencing (scRNA-seq) data (*25*), publicly available data of patients with breast cancer (*26*), and a three-dimensional (3D) in vitro model, we demonstrate that Jagged1 enhances invasiveness, cancer stem cell (CSC)–like features, and expression of ECM-related genes in TNBC cells. High Jagged1 in cancer cells correlates with an increased differentiation of myCAFs with a Notch and TGFβ gene signature in scRNA-seq data of TNBC tumors. When Jagged1-expressing cancer cells were cocultured with fibroblasts, collagen production and ECM fiber alignment were highly increased in a TGFβ-dependent manner. Furthermore, increasing substrate stiffness elevates Jagged1 expression levels in cancer cells, pointing toward a feed-forward loop between tumor-promoting ECM remodeling and Jagged1. Last, we validate the found relationship between Jagged1, TGFβ, myCAF activation, and increased collagen deposition using in vivo coculture tumors and datasets of patients with breast cancer. Together, our data designate Jagged1 as a central regulator of TGFβ activity and ECM remodeling in TNBC, thus promoting cancer progression.

## RESULTS

### Jagged1 enhances the aggressive behavior of TNBC cells in vivo

To investigate how Jagged1 affects breast cancer progression, we first assessed Jagged1 expression levels in scRNA-seq data (*25*) of cancer cells from different subtypes of breast cancer. To exclude any effect caused by immunotherapy, we analyzed only treatment-naïve samples. Jagged1 was more highly expressed in the aggressive breast cancer subtypes (HER2-enriched and TNBC) while being expressed at a low level in ER+ cancer cells (Fig. 1, A and B). By using published patient datasets (*26*), we found that high Jagged1 expression was associated with worse relapse-free survival in the same aggressive subtypes where it is more highly expressed (Fig. 1C). High Jagged1 expression has been previously linked to ER− breast cancer (*21*, *27*, *28*). We also confirmed that Jagged1 was highly expressed in a panel of ER− breast cancer cell lines and low in ER+ cell lines (fig. S1A). High Jagged1 expression led to worse survival in a cohort of patients with ER− breast cancer while having the opposite effect in ER+ breast cancer (fig. S1B), further supporting the notion that Jagged1 drives breast cancer progression in the absence of estrogen stimulation. To clarify the role of Jagged1 in aggressive breast cancer, we generated a Jag1 CRISPR-Cas9 knockout cell line out of MDA-MB-231 human TNBC cells (Jag1KO). First, we assessed the ability of Jag1KO cells to form tumors in vivo in the chick chorioallantoic membrane (CAM) model in comparison to the parental MDA-MB-231 wild-type (WT) cell line, which retains a high Jagged1 expression (Jag1WT). Loss of Jagged1 led to a substantial decrease in tumor growth (Fig. 1D). The average mass of Jag1WT tumors was 17.1 mg, whereas Jag1KO tumors were only 5.8 mg. In addition, when injected intravenously into zebrafish embryos, Jag1KO cells showed decreased survival in the circulation and reduced formation of metastases (Fig. 1, E to G). The amount of individual Jag1KO cells in zebrafish embryo tails was 57% lower than for Jag1WT cells, whereas the fluorescence intensity of cell clusters in zebrafish embryo heads was 25% lower for Jag1KO cells. Together, our data show that Jagged1 increases TNBC cell growth and invasion in vivo and is associated with poor prognosis in aggressive, ER− breast cancer.

**Fig. 1.**
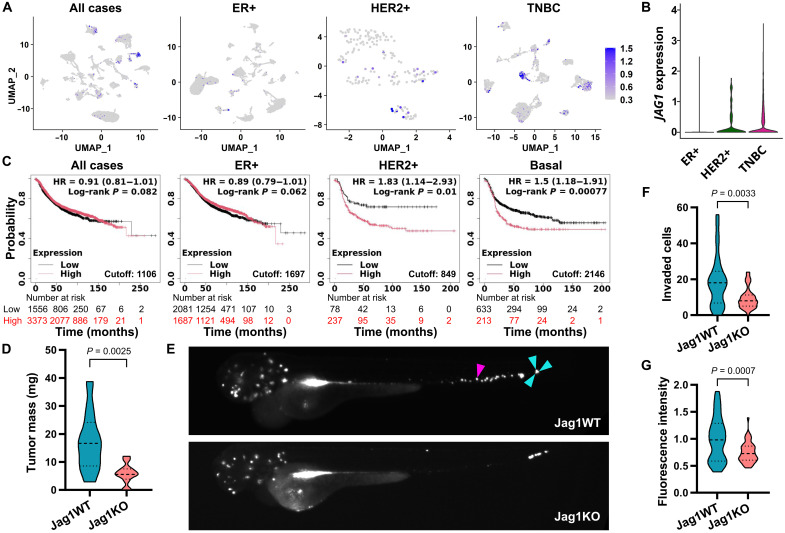
Jagged1 promotes breast cancer aggressiveness. (**A** and **B**) *JAG1* expression in scRNA-seq data (*25*) of cancer cells from different subtypes of breast cancer. *n* = 15,816 cells from 31 patients in all cases, *n* = 10,427 cells from 15 patients in ER+, *n* = 176 cells from 3 patients in HER2+, and *n* = 5213 cells from 13 patients in TNBC. UMAP, uniform manifold approximation projection. (**C**) Relapse-free survival of patients with a low (black) or high (red) expression of Jag1 in different subtypes of breast cancer in the Kaplan-Meier Plotter database (*58*). HR, hazard ratio. (**D**) Tumor masses of MDA-MB-231 WT (Jag1WT) and Jag1 knockout (Jag1KO) cell chick CAM xenograft models. *P* values are calculated by a two-tailed unpaired *t* test. *n* = 10 tumors for Jag1WT and *n* = 12 for Jag1KO. (**E**) Representative images of zebrafish embryos injected intravenously with fluorescently labeled cancer cells. The magenta arrowhead denotes an example of an individual cancer cell in the tail of the embryo, and cyan arrowheads mark a cluster of three cells. (**F**) Quantification of cells that have invaded into the tails of zebrafish embryos. The *P* value is calculated by a two-tailed unpaired Mann-Whitney test. *n* = 30 embryos for Jag1WT and *n* = 42 for Jag1KO. (**G**) Normalized fluorescence intensity of cells invaded to the heads of zebrafish embryos. The *P* value is calculated by a two-tailed unpaired *t* test. *n* = 30 embryos for Jag1WT and *n* = 44 for Jag1KO.

### Jagged1 regulates the TNBC cell phenotype and gene expression

To clarify the mechanisms behind Jagged1-mediated TNBC progression, we split the cancer cells of the scRNA-seq dataset (*25*) into cells with either high (Jag1-high) or low (Jag1-low) expression of *JAG1*. TNBC tumors had the highest percentage of Jag1-high cells (Fig. 2, A and B). A gene set enrichment analysis (GSEA) of genes differentially expressed between Jag1-high and Jag1-low cells (table S1) revealed ECM-related genes as the most significantly up-regulated genes in Jag1-high cells (Fig. 2C). In addition, Jag1-high cells displayed increased expression of genes involved in the Notch, Wnt, and TGFβ pathways, along with increased expression of breast CSC and epithelial-mesenchymal transition (EMT) markers (Fig. 2, C to F). 

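Messenger RNA was sequenced from 3D Matrigel cultures of MDA-MB-231 cells, an established TNBC cell line, after 7 days of culture. Each culture was seeded with 50000 cells in Matrigel (2 mg/ml). The 6 conditions had 3 replicates each, giving 18 libraries. Jag1WT is the parental line, and Jag1KO is a mixture of 15 single-cell clones in which JAG1 was edited with Cas9. Jag1KO + rescue cells carried a plasmid with Jagged1 cDNA and Jag1KO + ctrl cells the empty plasmid, both under G418 selection. Jag1WT cells transfected with a nontargeting siRNA are named siCtrl, and those transfected with Jagged1-targeting siRNAs, at 25 nM, are named siJag1. The authors aligned the reads to the human genome (hg38), counted the uniquely mapped reads on each gene, and normalized the counts with the TMM method to CPM. The paper's text names neither the aligner nor the counting tool, and neither it nor the sample labels name a sequencing batch or date. Between 13479590 and 15328059 reads per library (median 15028480) were counted on genes in Jag1WT, and between 10330581 and 14754231 (median 12933171) in Jag1KO. The range was 14813722 to 18327890 (median 15645533) in Jag1KO + rescue and 15655211 to 16979545 (median 15831051) in Jag1KO + ctrl. In siCtrl it was 13336576 to 15307613 (median 13783742), and in siJag1 14569298 to 17919453 (median 17572772). No library was a copy of another of its group, since the counts of replicates differed by 7.75 to 113 times the counting noise (chi-square per degree of freedom in the 18 pairs). From the deposited CPM, log2(CPM + 1) was tested with limma (with a mean-variance trend) in each comparison on its 6 libraries. Genes above 1 CPM in at least 3 of the 6 libraries were kept, and genes with a Benjamini-Hochberg adjusted p (FDR) below 0.05 and a fold change above 1.5 were called. Fold changes are therefore on the log2(CPM + 1) scale, which understates the change of genes with few reads. The comparisons were Jag1WT against Jag1KO, Jag1KO + rescue against Jag1KO + ctrl and siCtrl against siJag1, so that a positive log2 fold change goes with more JAG1, and these 3 comparisons share no library. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1.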

We set up 3D Matrigel spheroid cultures of MDA-MB-231 cells to assess the impact of Jagged1 on growth and invasiveness and to elucidate the Jagged1-driven transcriptome. After 7 days of culture, Jag1KO spheroids were less invasive and smaller compared to Jag1WT spheroids and appeared more differentiated (Fig. 2G). A similar phenotype was seen with small interfering RNA (siRNA)–mediated silencing of Jagged1, while reintroducing Jagged1 into Jag1KO cells saved the phenotype (fig. S2A). The effect seemed to be Notch signaling–dependent, as inhibition of Notch by using a gamma-secretase inhibitor or knocking out Notch1 induced a similar phenotype (fig. S2B). A genome-wide transcriptome analysis of these spheroid samples revealed hundreds of genes differentially expressed depending on the Jagged1 expression status (Fig. 2H and table S2). 

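JAG1 mRNA (Entrez gene 182) was followed first, as the gene that the designs change. Its level was 513 ± 76.7 CPM in Jag1WT (mean ± SD, n = 3 here and in the other groups) and 157 ± 45.1 CPM in Jag1KO, where 30.5% of the Jag1WT level and 1559 to 2654 reads per library remained. Jag1KO + rescue had 612 ± 67.9 CPM, which include reads from the plasmid's cDNA, and Jag1KO + ctrl had 131 ± 18.7 CPM. In siCtrl the level was 532 ± 92.4 CPM, and in siJag1 it was 167 ± 35.7 CPM. In each comparison every library of the group with more JAG1 lay above every library of the other group. The log2 fold change of JAG1 was 1.73 in Jag1WT against Jag1KO (standard error 0.206, limma adjusted p = 0.0109), and this gene was called in 3 of the 6 fits that each left out one library. Its adjusted p rose to at most 0.0906, and the call was lost without Jag1WT replicate 2, Jag1WT replicate 3 or Jag1KO replicate 3. With the rescue plasmid the log2 fold change was 2.23 (standard error 0.158, limma adjusted p = 0.00671), and the call was lost without Jag1KO + rescue replicate 3 or Jag1KO + ctrl replicate 2 (adjusted p of at most 0.0678). For the siRNA it was 1.68 (standard error 0.185, limma adjusted p = 0.0792).
Of the 12928 genes tested, 55 were higher and 38 lower in Jag1WT than in Jag1KO. Before adjustment, 1130 genes had a p below 0.05, where chance gives 646.4. All 93 called genes had groups that did not overlap, which was the case for 13.8% of the genes tested against 10% by chance. In Jag1KO + rescue against Jag1KO + ctrl, 2 of 12894 genes were higher, NPTX1 and JAG1, and 0 were lower. There, 4082 genes had an unadjusted p below 0.05 against 644.7 by chance, and 32.4% of the genes did not overlap. In siCtrl against siJag1, 0 of 12823 genes were called in either direction, 497 had an unadjusted p below 0.05 against 641.15 by chance, and 10.5% did not overlap. The smallest adjusted p of that comparison was 0.0606, that of COL6A3. Libraries with the same replicate number deviated together in siCtrl and siJag1, and with the replicate number as a block 4 genes were higher in siCtrl: COL6A3, JAG1 and COL18A1 (limma adjusted p = 0.0156 for each) and LTBP3 (log2 fold change 1.28, limma adjusted p = 0.0489). LTBP3 was named after its values had been seen. These counts rested on single libraries in 2 of the comparisons. Without Jag1KO + ctrl replicate 3, 1737 genes were higher and 2013 lower in Jag1KO + rescue. Without Jag1KO replicate 1, 369 genes were higher and 656 lower in Jag1WT than in Jag1KO, and without Jag1WT replicate 3 these counts fell to 2 and 10.
COL6A3 (Entrez gene 1293; chromosome 2, 237324003 to 237414328, minus strand of hg38 in GENCODE 44) was the gene with the largest log2 fold change among those higher in Jag1WT, 3.63 (standard error 0.147, limma adjusted p = 7.06e-05). It had 73.3 ± 10.4 CPM in Jag1WT and 4.96 ± 0.228 CPM in Jag1KO, and was called in 6 of the 6 fits that left out one library. In Jag1KO + rescue it had 18.1 ± 6.26 CPM against 3.52 ± 0.897 CPM in Jag1KO + ctrl (log2 fold change 2.04, limma adjusted p = 0.0987), and in siCtrl 80.7 ± 7.14 CPM against 16.5 ± 5.38 CPM in siJag1 (log2 fold change 2.27). The Notch target HES1 (Entrez gene 3280; chromosome 3, 194136148 to 194138732, plus strand) came next with 2.59 in Jag1WT against Jag1KO (standard error 0.381, limma adjusted p = 0.0266). Its level fell from 15.6 ± 5.88 to 1.90 ± 1.58 CPM, and it was called in only 1 of the 6 fits that left out one library, with adjusted p up to 0.150. HES1 changed by 2.69 with the rescue plasmid (limma adjusted p = 0.0987) and by 1.42 between siCtrl and siJag1 (limma adjusted p = 0.124). KRT79 (2.07), PTGES (2.03) and CELSR1 (2.03) followed among the genes higher in Jag1WT, and PTGES kept its call in 1 of the 6 fits. The genes most reduced in Jag1WT were IGFN1 (log2 fold change −2.98), CSMD1 (−2.80), KCNN3 (−2.12), MAGEC1 (−1.93) and EML1 (−1.91), of which EML1 kept its call in 1 of the 6 fits. MAGEC1 belongs to a multigene family on chromosome X. Only uniquely mapped reads were counted, so reads that match other copies as well would be missing from its count. NPTX1 had 5.76 ± 1.45 CPM in Jag1KO + rescue and 0 reads in each Jag1KO + ctrl library, at least 32.0-fold higher when a count of 0 is taken to allow up to 3 reads, and its call was lost without the same libraries as that of JAG1.

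**Figure D1:**
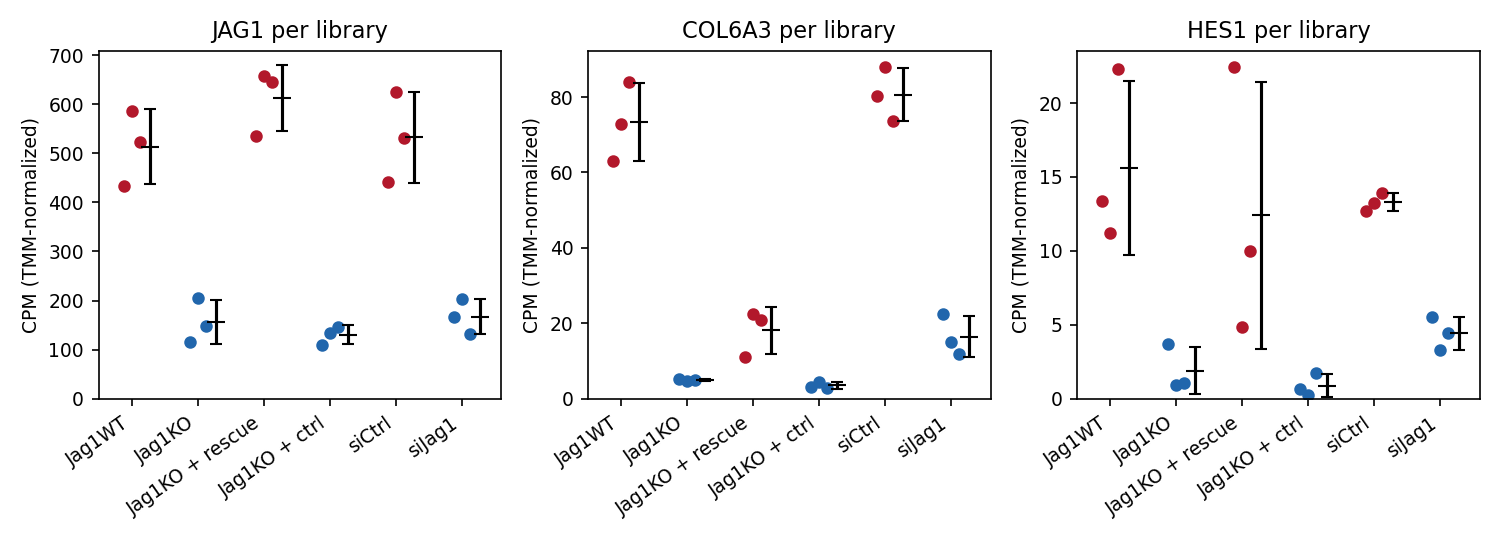
CPM of JAG1, COL6A3 and HES1 in each of the 18 libraries (points) with the mean and SD of each condition (black bars), red for the conditions with more JAG1 and blue for those with less. JAG1 was 513 CPM in Jag1WT and 157 CPM in Jag1KO, and COL6A3 was 73.3 and 4.96 CPM.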

We validated the RNA sequencing results of a few hit genes by quantitative polymerase chain reaction (PCR) (fig. S2C). 

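Over-representation of gene groups was tested with hand-written lists of genes, and gene ontology terms were not used here. The ECM list holds core matrix proteins and matrix-remodeling enzymes, and the cell migration list holds regulators of migration and shares 9 genes with it. Because the migration list was written after the held part of table S2 had been read, its results are not independent evidence. Among the 55 genes higher in Jag1WT than in Jag1KO were 5 of the 108 ECM genes tested, with 12928 genes as the background. They were COL6A3, COL18A1, COL6A2, LTBP1 and NTN4 (odds ratio 12.4, 95% confidence interval 3.78 to 31.8, two-sided Fisher's exact test, p = 9.25e-05). Across the 6 fits that each left out one library this p ranged from 1.27e-06 to 0.0166, the highest without Jag1WT replicate 3. The migration list had 6 of its 61 tested genes in that group: ITGA5, ITGB3, TGFBR1, F2RL1, IL6 and CXCR4 (odds ratio 28.5, two-sided Fisher's exact test, p = 2.08e-07). Without Jag1WT replicate 3 or without Jag1KO replicate 3, 0 of the 61 were called and the p was 1. Without Jag1WT replicate 1 (p = 0.0507) or Jag1KO replicate 2 (p = 0.0597), 1 was called and the p of Fisher's exact test also exceeded 0.05. NTN4, F2RL1, IL6 and CXCR4 are named because they were called, after their values had been seen.
Tested as whole lists with limma's camera (preset correlation of 0.01 between genes), the cell migration list moved up in Jag1WT, with 36 of 61 genes higher and a median log2 fold change of 0.16 (adjusted p = 0.000120 over the 20 list tests of this family). The ECM list did not stand apart, with 59 of 108 genes higher and a median of 0.06 (adjusted p = 0.215), although its adjusted p was 0.0188 without Jag1WT replicate 1. Adjusted over the list alone, 19 migration genes (15 of them higher) and 18 ECM genes (12 of them higher) had an FDR below 0.05. None of the adjusted calls among these 20 list tests held with fry or with a correlation estimated for each list.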

A GSEA showed that ECM- and cell migration–related gene ontology terms were significantly overrepresented among genes up-regulated in Jag1WT cells (Fig. 2I). 

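The collagen list was made of every gene symbol of the COL family, 19 of which passed the filter in Jag1WT and Jag1KO. COL6A3, COL18A1 and COL6A2 were called, all higher in Jag1WT. COL18A1 (chromosome 21, 45405165 to 45513720, plus strand of hg38) had 50.0 ± 8.11 CPM in Jag1WT and 13.9 ± 1.60 CPM in Jag1KO (SD, n = 3 each), a log2 fold change of 1.77 (standard error 0.161, limma adjusted p = 0.00407), with the call lost without Jag1WT replicate 3. COL6A2 had 1.86 ± 0.283 CPM in Jag1WT and 0 reads in each Jag1KO library, at least 7.82-fold higher, and was called in 3 of the 6 fits that left out one library. Of the 19 collagens 13 were higher in Jag1WT, with a median log2 fold change of 0.21 (camera adjusted p = 0.00790), and 9 were called when adjusted over the list alone, 6 of them higher. Without Jag1KO replicate 1 the adjusted p of this list was 0.264, and without Jag1WT replicate 2 it was 0.0578.
Integrin genes had 2 called members of 15 tested. ITGA5 rose by 0.87 on the log2 scale in Jag1WT (standard error 0.116, limma adjusted p = 0.0179; 432 ± 49.3 against 235 ± 16.5 CPM) and ITGB3 by 1.09 (standard error 0.177, limma adjusted p = 0.0393; 13.5 ± 2.14 against 5.81 ± 0.771 CPM). ITGA5 kept its call in 2 and ITGB3 in 1 of the 6 fits that left out one library. As a list, 10 of the 15 integrins were higher, with a median of 0.28 (camera adjusted p = 0.000160), and 5, all higher, were called over the list alone: ITGA5, ITGB3, ITGA3, ITGA1 and ITGA2. The matrix-remodeling enzymes (matrix metalloproteinases, lysyl oxidases, ADAMTS proteases, collagen hydroxylases, TGM2, PLAU and PLAT) had 31 genes tested, 17 higher and 14 lower, with a median of 0.17 (camera adjusted p = 0.695). Both called enzymes were lower in Jag1WT: ADAMTS1 with a log2 fold change of −1.72 (limma adjusted p = 0.00757), called in 4 of the 6 fits, and ADAMTS9 with −1.46 (limma adjusted p = 0.0393), called in 1 of them. No other enzyme was called over the list alone. MMP10 went the other way, with log2 fold changes of 1.27 here, 2.79 in the rescue and 1.36 in siCtrl against siJag1. In Jag1WT against Jag1KO it was not called (limma adjusted p = 0.275), but it was with the replicate block (limma adjusted p = 0.0374) and with ROTS.
In the other comparisons the lists took different directions. Between siCtrl and siJag1, 13 of 21 collagens were higher in siCtrl (median 0.34, camera adjusted p = 2.50e-07) and 6 were called over the list alone, all higher. The integrins had a median of 0.11 there (camera adjusted p = 0.0117), which the replicate block raised to an adjusted p of 0.0680, and the ECM list one of 0.10 (camera adjusted p = 1.96e-05). In Jag1KO + rescue against Jag1KO + ctrl the medians were negative, −0.19 for the collagens (7 of 19 higher, camera adjusted p = 0.115), −0.39 for the integrins (5 of 15 higher, camera adjusted p = 0.0187, and 0.120 without Jag1KO + ctrl replicate 3), −0.26 for the enzymes (10 of 31 higher, camera adjusted p = 0.176) and −0.31 for the ECM list (37 of 110 higher, camera adjusted p = 0.00298). Adjusted over the list alone in the rescue, 6 collagens (1 of them higher) and 19 ECM genes (2 of them higher) were called. The 5 integrins and 3 enzymes called in the same way were all lower. COL18A1 fell by 0.76 on the log2 scale with the rescue plasmid (limma adjusted p = 0.119). Its effect differed from that in Jag1WT against Jag1KO (interaction of both comparisons, limma adjusted p = 0.00649).

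**Figure D2:**
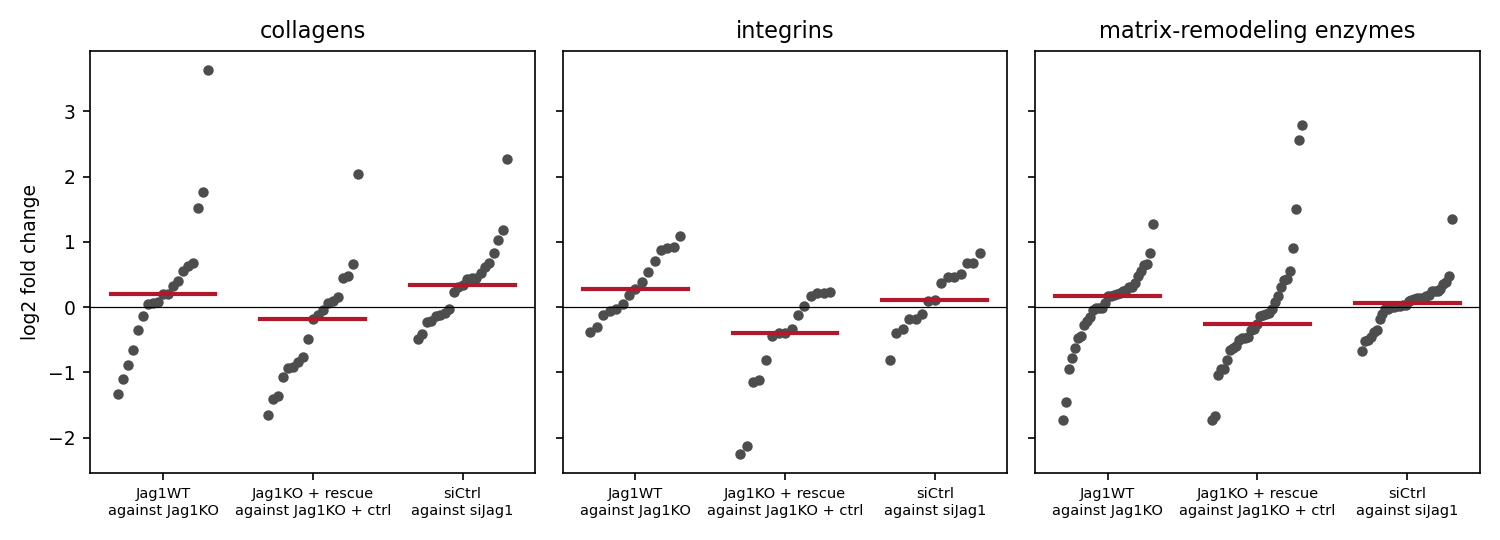
Log2 fold change of each tested collagen, integrin and matrix-remodeling enzyme (points) in the 3 comparisons, with the median of each list (red lines). The collagen medians are 0.21 in Jag1WT against Jag1KO, −0.19 with the rescue plasmid and 0.34 in siCtrl against siJag1.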

Several collagens, integrins, and matrix-remodeling enzymes were found among the Jagged1-regulated ECM genes (table S2). Notably, highly similar gene sets were correlated with the Jagged1 expression level in a human database of patients with breast cancer (Fig. 2J and table S3) (*26*). In conclusion, higher Jagged1 expression correlated with increased CSC-like features and invasiveness, both in vitro and in vivo, in data of patients with breast cancer.

**Fig. 2.**
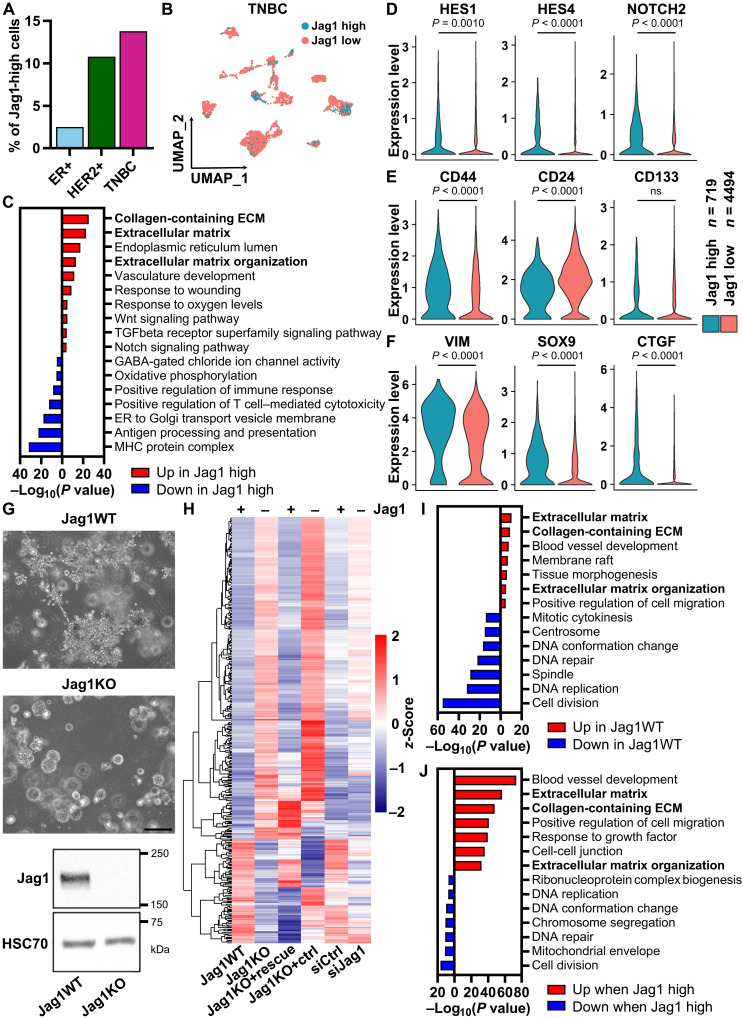
Jagged1 enhances invasiveness, CSC-like features, and expression of ECM genes in TNBC cells. (**A**) Percentage of cancer cells with high *JAG1* expression in scRNA-seq data (*25*) of different breast cancer subtypes. (**B**) UMAP visualization of TNBC cells in the scRNA-seq data split into Jag1-high and Jag1-low populations on the basis of the *JAG1* expression level. *n* = 719 Jag1-high TNBC cells and *n* = 4494 Jag1-low TNBC cells. (**C**) GSEA of genes differentially expressed between Jag1-high and Jag1-low TNBC cells in scRNA-seq data (fdr < 0.01 and average log_2_ fold change >0.500). Examples of (**D**) Notch pathway genes, (**E**) breast CSC markers, and (**F**) EMT markers differentially expressed between Jag1-high and Jag1-low TNBC cells in scRNA-seq data. *P* values are calculated by a Wilcoxon rank sum test with Benjamini-Hochberg adjustment. ns, not significant. (**G**) Representative images of MDA-MB-231 Jag1WT and Jag1KO 3D spheroids and a Western blot showing Jag1 expression in the cell lines. Scale bar, 200 μm. (**H**) Clustered heatmap of a genome-wide transcriptome analysis showing *z*-scores of genes differentially expressed between spheroid samples of Jag1WT and Jag1KO cells, Jag1KO cells transfected with Jag1-containing plasmid (Jag1KO + rescue) or an empty vector plasmid (Jag1KO + ctrl), and Jag1WT cells transfected with nontargeting siRNA (siCtrl) or Jag1-targeting siRNA (siJag1) (fdr < 0.05 and fold change >1.5). *n* = 3 biological replicates. (**I**) GSEA of genes differentially expressed between Jag1WT and Jag1KO spheroids (fdr < 0.05). (**J**) GSEA of genes either positively (red) or negatively (blue) correlating with JAG1 expression (Spearman’s correlation coefficient >0.300 or <−0.300, respectively) in an mRNA expression dataset of patients with breast cancer (TCGA, Cell 2015, *n* = 817) (*26*).

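The 3 comparisons plotted in the heatmap were set against each other gene by gene. Of the 55 genes called higher in Jag1WT than in Jag1KO, 49 of the 55 tested were also higher in siCtrl than in siJag1, and 28 of the 39 tested were higher in Jag1KO + rescue than in Jag1KO + ctrl, where the other 16 were below the filter. Their groups separated fully in that direction for 36 genes with the siRNA and for 12 with the rescue plasmid, where the shares of all genes tested give 2.84 and 6.42, and in the opposite direction for 0 in either. The 38 genes called lower in Jag1WT followed in siCtrl for 27 of 34 and with the rescue plasmid for 14 of 37, with 8 and 7 fully separated in that direction and 0 and 11 in the opposite one. Across all genes, which are not independent replicates, the log2 fold changes of Jag1WT against Jag1KO correlated with those of siCtrl against siJag1 (Pearson's r 0.454, Spearman's rho 0.356, 61.2% of genes with the same sign) and less with those of the rescue (r 0.215, rho 0.166, 55.2%). These values rested on single libraries, falling to 0.111 without siJag1 replicate 2 and to −0.00253 without Jag1KO replicate 3. For siCtrl against siJag1 and the rescue, r was 0.303, and −0.294 without siJag1 replicate 2. No gene passed the thresholds in the same direction in all 3 comparisons, while the groups of 37 genes separated fully upward and of 33 downward in all 3, where the shares of each comparison taken as independent give 7.87 and 7.17. A re-implementation of the reproducibility-optimized test statistic (ROTS), the statistic the authors used, called 5 genes higher with JAG1 in all 3: AFAP1L2, COL6A3, JAG1, HES1 and SERPINB9.
The cell cycle list (97 S and G2/M genes) moved with the comparisons as well. In Jag1WT against Jag1KO 94 of 97 genes were lower, with a median log2 fold change of −0.76 (camera adjusted p = 1.04e-19), yet 0 were among the 38 genes called lower (two-sided Fisher's exact test, p = 1). Of the 97, 25 had an unadjusted p below 0.05, all lower, and 2, UHRF1 and CCNE2, were called when adjusted over the list alone. Both were named after their values had been seen. Without Jag1KO replicate 1, 80 of the 97 were lower at an FDR below 0.05, here without the fold-change threshold. The median was −0.97 in the rescue (90 of 97 lower, camera adjusted p = 4.87e-09) and −0.36 in siCtrl against siJag1 (94 of 97 lower, camera adjusted p = 5.51e-06), where without siJag1 replicate 2 it turned to 0.23. The list means of log2(CPM + 1) spread widely within groups, from 4.11 to 5.67 in Jag1KO, from 4.41 to 6.09 in Jag1KO + ctrl and from 4.32 to 6.07 in siJag1. A list of amino-acid and ATF4 stress genes, also written after the held part of table S2 had been read, had a median of 1.05 in the rescue (39 of 39 higher, camera adjusted p = 2.40e-11, 25 called over the list alone), 0.22 in siCtrl against siJag1 (camera adjusted p = 1.23e-07, and 0.767 without siJag1 replicate 2) and 0.02 in Jag1WT against Jag1KO (camera adjusted p = 0.814). From the transcriptome of the spheroids, the paper states that genes are differentially expressed depending on the Jagged1 status (Fig. 2H).

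**Figure D3:**
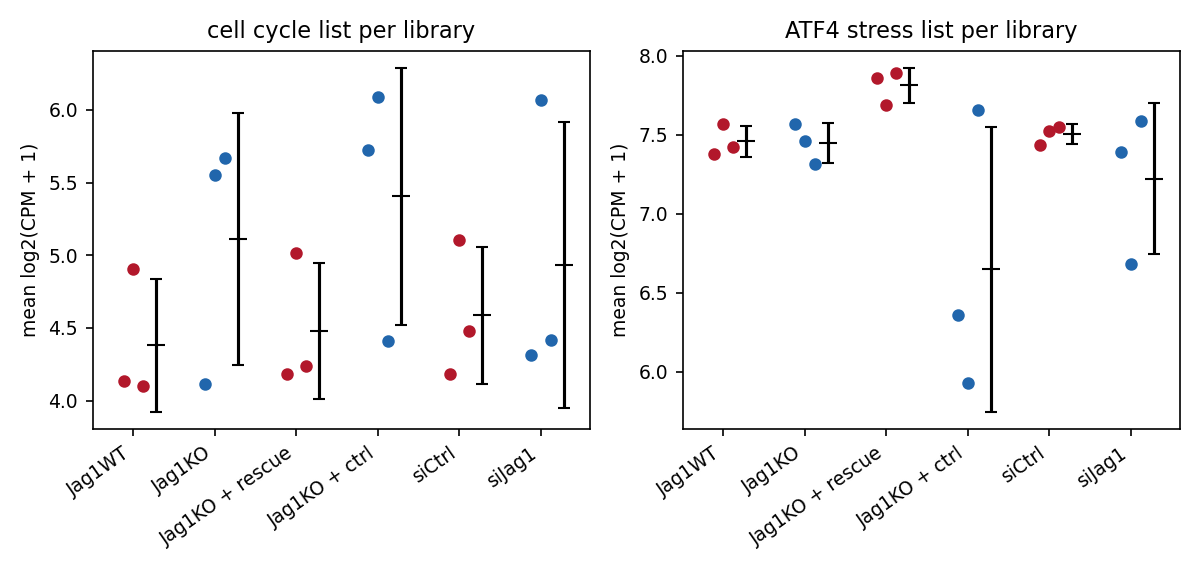
Mean log2(CPM + 1) of the cell cycle list and of the ATF4 stress list in each of the 18 libraries (points) with the mean and SD of each condition (black bars), red for the conditions with more JAG1 and blue for those with less. Jag1KO replicate 1 lies at 4.11 on the cell cycle list, below the other Jag1KO libraries at 5.55 and 5.67.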

### Jagged1 induces ECM deposition and remodeling in fibroblast cocultures via TGFβ signaling

ECM components can, in principle, be produced by any cell, and it has been shown that cancer cells can have an altered expression of, for example, different collagens and matrix-remodeling enzymes (*29*). However, the major ECM producers are fibroblasts and, especially in the context of cancer, the myCAFs. Given that Jagged1 up-regulated the expression of ECM-related genes in cancer cells, we assessed how Jagged1 expressed by cancer cells affects ECM production by fibroblasts. For this, we first checked the abundance of Jag1-high cancer cells in individual patients with TNBC in the scRNA-seq data and then split patients into Jag1-high or Jag1-low groups on the basis of whether they had a higher or lower percentage of Jag1-high cells than the average (Fig. 3, A and B). We then performed a GSEA of genes differentially expressed in fibroblasts from Jag1-high and Jag1-low patients (table S4). Fibroblasts from tumors with high *JAG1* expression in cancer cells showed increased expression of Notch target genes, a higher proportion of Notch3-positive cells, and an increased expression of *TGFB1* and other TGFβ pathway genes, as well as myCAF and cellular contractility markers (Fig. 3, C to F), while the expression of several iCAF markers was down-regulated (fig. S3A).

**Fig. 3.**
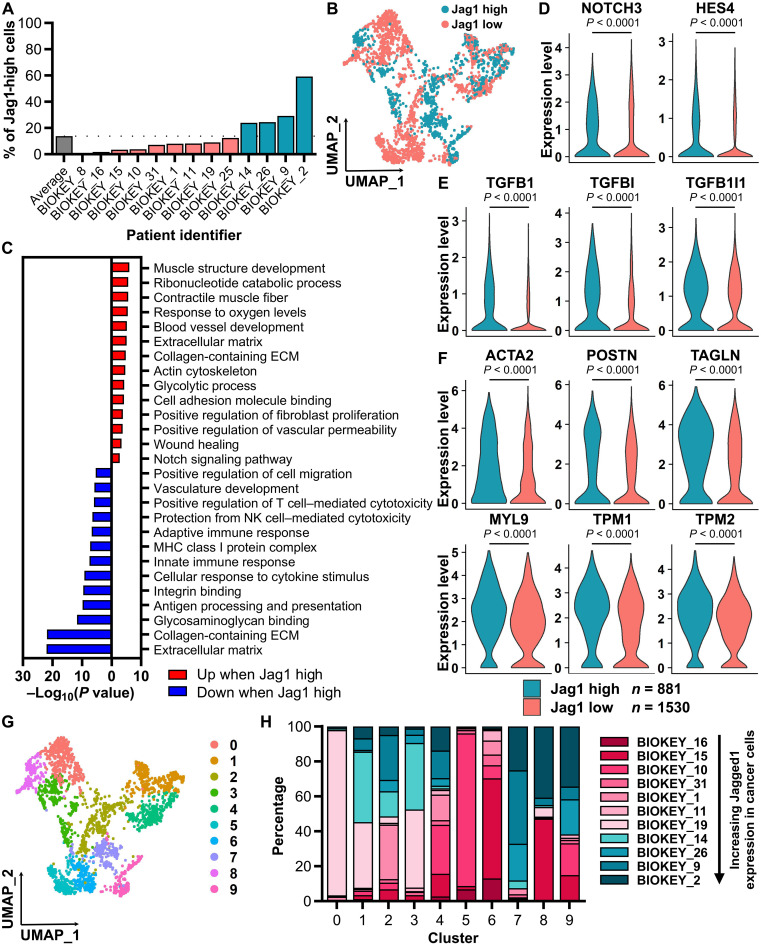
High Jagged1 in cancer cells promotes Notch and TGFβ pathways and cellular contractility in fibroblasts. (**A**) Percentage of cancer cells with high *JAG1* expression in scRNA-seq data (*25*) of TNBC samples from individual patients. (**B**) UMAP visualization of fibroblasts from patients with either high or low Jag1 in cancer cells. *n* = 881 of Jag1-high fibroblasts and *n* = 1530 of Jag1-low fibroblasts. (**C**) GSEA of genes differentially expressed between fibroblasts from patients with high or low Jag1 in cancer cells (fdr < 0.01 and average log_2_ fold change >0.500). Expression of (**D**) Notch pathway genes, (**E**) TGFβ pathway genes, and (**F**) myofibroblast markers in fibroblasts from patients with high or low Jag1 in cancer cells. *P* values are calculated by a Wilcoxon rank sum test with Benjamini-Hochberg adjustment. (**G**) UMAP visualization of fibroblast clusters. (**H**) Percentage of fibroblasts from each individual patient in fibroblast clusters.

In contrast to the up-regulation of ECM-related genes observed in Jag1-high cancer cells, there was a Jagged1-dependent shift in the composition of the expressed ECM genes in fibroblasts, with some genes being up-regulated and others down-regulated (fig. S3, B and C). There were no significant differences in the expression of fibrillar collagens, while several TGFβ-regulated collagen fiber–modifying enzymes were up-regulated in Jag1-high fibroblasts (fig. S3D). As we saw an increase in the expression of myCAF markers and a decrease in iCAF markers in Jag1-high fibroblasts, we hypothesized that Jagged1 induces a phenotypic switch of the fibroblasts and thus affects their clustering in the scRNA-seq data. When we clustered the fibroblasts, we noticed one cluster consisting almost entirely of fibroblasts from tumors with high Jagged1 in cancer cells (Fig. 3, G and H). This fibroblast cluster exhibited highly up-regulated Notch and TGFβ pathway signatures, as well as increased expression of myCAF markers, fibrillar collagens, and ECM-modifying enzymes (fig. S4, A to E, and table S5). The gene markers of this cluster showed high similarity to the markers of the specific myCAF subpopulation, TGFβ-myCAFs, previously found by Kieffer *et al.* (*30*), while *JAG1* expression also correlated significantly with the expression of TGFβ-myCAF markers in data of patients with breast cancer (fig. S4F). This suggests that Jagged1 induces activation of this specific myCAF subpopulation in breast cancer. To verify that the Jagged1-induced myofibroblast marker expression is not due to an increased amount of other cell types, such as smooth muscle cells, mistakenly classified as fibroblasts in the scRNA-seq data and enriched in the Jag1-high tumors, we checked the expression levels of smooth muscle cell, pericyte, adipocyte, and fibroblast markers in the fibroblast clusters (fig. S5, A to D). None of the clusters stood out as positive for smooth muscle cell markers, whereas some clusters showed positivity for pericyte or adipocyte markers. This can point to the origin of fibroblasts in those specific clusters or indicate the presence of other cell types besides fibroblasts. The presence of contractile, αSMA-expressing pericytes in the fibroblast population could skew our conclusions on myCAF differentiation. However, when we removed the pericyte marker–positive clusters from the fibroblast population and reanalyzed the data, there was still an increase in Notch and TGFβ pathway signatures and myCAF markers in fibroblasts from Jag1-high tumors (fig. S5, E to G, and table S6). In addition, there was one cluster in the reanalyzed fibroblasts consisting almost entirely of Jag1-high tumor fibroblasts that expressed markers of TGFβ-myCAFs, such as *LAMP5* (fig. S5F and table S7), further validating the involvement of Jagged1 in inducing this specific fibroblast subpopulation.

As the Jag1-low tumors in the scRNA-seq data contained some cancer cells expressing high levels of Jagged1, we cannot rule out that interactions with Jagged1-expressing cancer cells may have still activated some of the Jag1-low fibroblasts. To clarify the effect of Jagged1 on fibroblasts and the ECM, we cocultured our Jag1WT or Jag1KO cells with mouse embryonic fibroblasts (MEFs) as spheroids in a U-bottom well 3D culture system without any externally added ECM. A mass spectrometry analysis on matrisome-enriched protein samples from these spheroids revealed a substantial up-regulation of collagen production in Jag1WT cocultures (Fig. 4A). The use of mouse fibroblasts and human cancer cells allowed us to perform a species-specific analysis on the proteomics results, showing cell type–specific changes in protein expression (Fig. 4B). Up-regulation of collagen production occurred both in cancer cells and in fibroblasts. However, when we stained spheroids with the fluorescent pan-collagen probe CNA35 [collagen-binding adhesion protein tagged with EGFP (enhanced green fluorescent protein)] (*31*), collagen mostly accumulated in the areas where fibroblasts resided in the spheroids (Fig. 4C). Another interesting observation was an apparent dysregulation of the TGFβ pathway, as several proteins related to the pathway exhibited Jagged1-dependent expression (Fig. 4B). Previously, we had seen a Jagged1-dependent up-regulation of a TGFβ gene signature both in cancer cells and in fibroblasts in the scRNA-seq data (Figs. 2C and 3E). Western blot analysis of spheroid samples showed increased phosphorylation of both SMAD2 and SMAD3, indicating increased TGFβ activity in the Jag1WT + MEF cocultures (Fig. 4D). Collagen production increased by almost 50% in the presence of Jagged1, whereas there was no difference in the production of FN. The differences in TGFβ activity and collagen production were even more notable when cancer cells were cocultured with human telomerase-immortalized fibroblasts (TIFs) as collagen production was increased by 70% and phosphorylation of SMAD2/3 by 40% in the presence of Jagged1, while FN appeared to be down-regulated in Jag1WT + TIF cocultures (Fig. 4E). The myCAF marker αSMA was also up-regulated by Jagged1 in both fibroblasts. Together, these results suggest that Jagged1 expressed by cancer cells induces collagen production and myCAF activation via increased TGFβ activity.

**Fig. 4.**
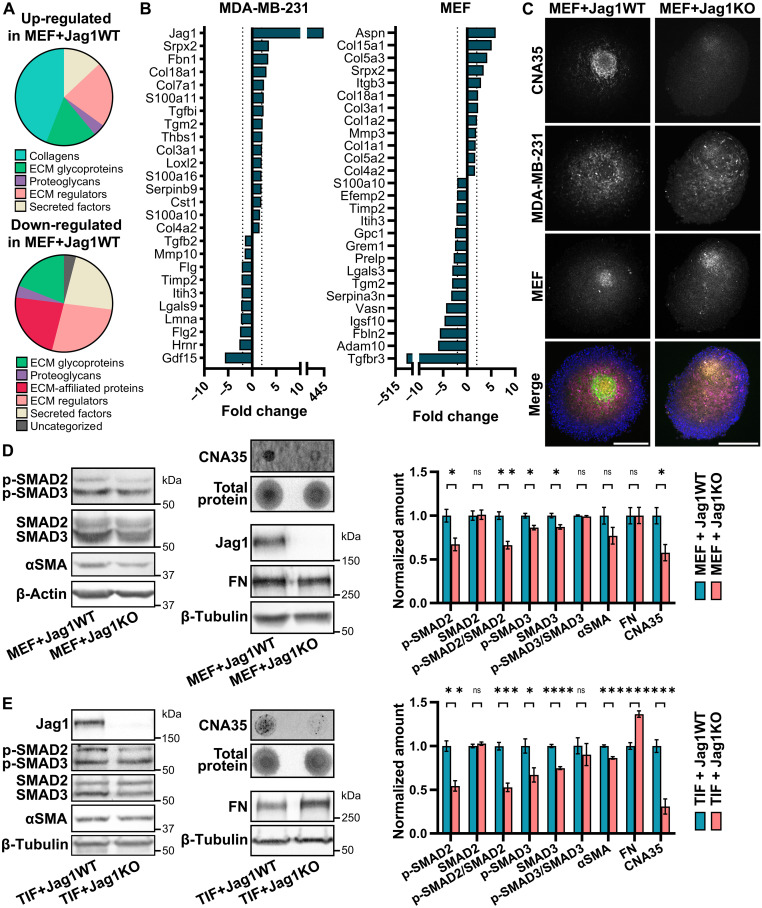
Jagged1 signaling from cancer cells induces fibroblast activation, collagen production, and TGFβ signaling in 3D cocultures. (**A**) MatrisomeDB classifications of proteins either up-regulated or down-regulated in MDA-MB-231 Jag1WT and MEF coculture spheroids compared to Jag1KO cocultures. *n* = 4 biological replicates. (**B**) Proteins differentially expressed by either MDA-MB-231 cells or MEFs in MEF + Jag1WT cocultures compared to MEF + Jag1KO cocultures. (**C**) Cross sections of MDA-MB-231 (magenta) and MEF (orange) coculture spheroids stained with the CNA35 collagen probe (green) and DAPI (blue). Scale bars, 200 μm. Western blots and dot blots of indicated proteins in coculture spheroids of MDA-MB-231 cells and (**D**) MEFs or (**E**) human TIFs. Quantifications of four independent experiments are shown to the right. Data are presented as the means ± SEM. *P* values are calculated by a two-tailed unpaired *t* test. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

Along with the increased deposition of the ECM, especially fibrillar collagens, the increased cross-linking and stiffness of the ECM lead to the formation of a fibrotic, tumor-promoting microenvironment. The ECM surrounding the tumor is often anisotropically organized, and the densely packed and highly aligned ECM fibers create tracks for efficient cancer cell migration, thus promoting metastasis (*32*, *33*). As we have already established a significant increase in collagen deposition and altered expression of several matrix remodeling factors upon Jagged1 stimulation, we sought to evaluate whether Jagged1 is involved in regulating ECM fiber organization. When fibroblasts were cocultured with Jagged1-expressing cancer cells, the FN and collagen fibers of cell-derived matrices (CDMs) were highly aligned compared to fibroblast monocultures or cocultures with Jag1KO cells (Fig. 5, A to C, and fig. S6, A to C). Intriguingly, recombinant Jagged1 coating on the coverslips was able to induce an increase in fibroblast-produced CDM fiber alignment, whereas Notch ligands Dll1 and Dll4 lacked this ability (fig. S6, D and E). We hypothesized that this Jagged1-induced effect on ECM fiber alignment might be TGFβ-dependent, as Jagged1 was shown to increase TGFβ activity. Inhibition of TGFβ prevented the Jagged1-induced alignment of ECM fibers completely (Fig. 5, D to G), whereas recombinant TGFβ1 treatment rescued the Jag1KO phenotype (Fig. 5, H to K). Similar Jagged1-dependent ECM alignment was observed in another TNBC cell line, MDA-MB-436 (fig. S7, A to C). The induction of fiber alignment was dependent on Notch activation, as the gamma-secretase inhibitor PF-03084014 prevented the alignment of Jag1WT CDMs (fig. S7, D and E). Both the transcriptomics and proteomics analyses of Jag1WT samples revealed an up-regulation of matrix cross-linking LOXs, and inhibition of LOX also partly prevented the Jagged1-induced fiber alignment, although not as efficiently as Notch or TGFβ inhibition (fig. S8, A and B). 

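The LOX family was measured in the spheroids of cancer cells alone, and its 5 genes were above the filter in each comparison. LOX (chromosome 5, 122063195 to 122078413, minus strand of hg38) had 151 ± 54.4 CPM in Jag1WT and 127 ± 2.80 CPM in Jag1KO (SD, n = 3 each), a log2 fold change of 0.19 (standard error 0.214, limma adjusted p = 0.844), which turned to −0.09 without Jag1WT replicate 3. LOXL4 (chromosome 10, 98247690 to 98268194, minus strand) had the largest difference of the family, 33.5 ± 13.5 against 20.2 ± 5.40 CPM, a log2 fold change of 0.67 (standard error 0.293, limma adjusted p = 0.578). This log2 fold change fell to 0.37 without Jag1WT replicate 3. LOXL2 was the most abundant, with 337 ± 50.7 and 376 ± 80.7 CPM and a log2 fold change of −0.15 (limma adjusted p = 0.862). The values of LOXL1 (−0.27) and LOXL3 (−0.02) were also within the spread between replicates, and LOXL3 turned to 0.13 without Jag1WT replicate 3. Between siCtrl and siJag1 the log2 fold changes were 0.39 for LOX, 0.36 for LOXL2, 0.01 for LOXL3, −0.03 for LOXL1 and −0.11 for LOXL4, with adjusted p of 0.984 or above. The sign of LOXL1 and LOXL4 turned without siJag1 replicate 2 (0.18 and 0.19), and that of LOXL3 without siCtrl replicate 3 (−0.11). With the rescue plasmid LOXL1 and LOXL4 were lower, by −1.67 and −1.73 (limma adjusted p = 0.0987 for both), and their groups did not overlap, as for 32.4% of all genes in that comparison. LOX (−0.33, limma adjusted p = 0.492), LOXL2 (−0.09, 0.742) and LOXL3 (0.31, 0.340) overlapped there, and without Jag1KO + rescue replicate 1 the first 2 turned to 0.03 and 0.07. With limma on the 6 libraries of each comparison, no member of the family was called over all genes tested. LOXL1 and LOXL4 were called lower with the rescue plasmid when adjusted over the enzyme list alone. They were also called lower there when all 18 libraries were fitted together, without Jag1KO + ctrl replicate 3 and with ROTS.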

There was no difference in the density of the FN matrix produced by Jag1WT or Jag1KO and MEF cocultures, indicating that the observed difference in FN fiber alignment is not affected by a differential FN concentration. In contrast, the lower density of the Jag1KO collagen matrix correlated with the lower overall collagen amount observed in Fig. 4D (fig. S8C). We observed a major reduction in the overall amount of ECM after TGFβ inhibition, whereas TGFβ1 treatment clearly induced ECM production. TGFβ modulation abrogated the difference seen in collagen density between Jag1WT and Jag1KO, further validating the notion that Jagged1 induces its effect on the ECM in a TGFβ-dependent manner (fig. S8, D and E). Expression of Jagged1 was increased upon culturing MDA-MB-231 as well as the ER+ MCF7 WT cells on increasing substrate stiffness, pointing toward a general feed-forward loop between ECM stiffness and Jagged1 expression, as both increased deposition and higher alignment of matrix fibers are indicative of increased tissue stiffness (Fig. 6). Together, Jagged1 is a central regulator of both ECM deposition and remodeling, inducing matrix fiber alignment through Notch and TGFβ signaling activity.

**Fig. 5.**
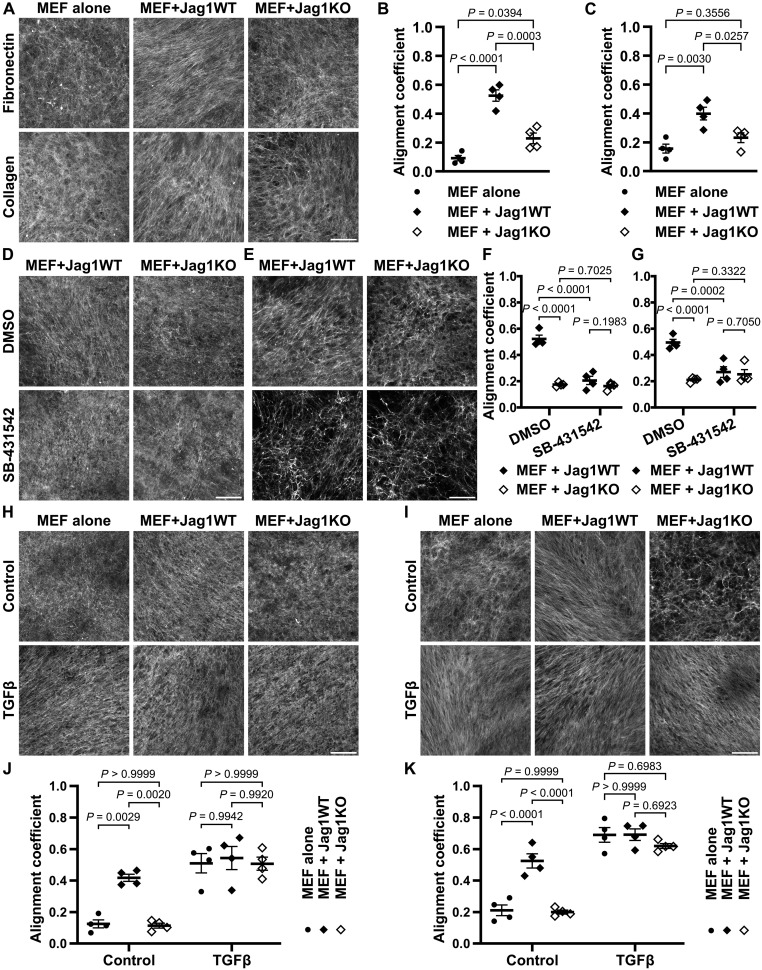
Jagged1 directs extracellular matrix fiber alignment via TGFβ signaling. (**A**) Representative images of CDMs from MEF monocultures or cocultures with MDA-MB-231 Jag1WT or Jag1KO cells and alignment coefficients of (**B**) FN and (**C**) collagen fibers. *P* values are calculated by a one-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test. Representative images and fiber alignment coefficients of (**D** and **F**) FN and (**E** and **G**) collagen of CDMs from DMSO (dimethyl sulfoxide) or SB-431542 TGFβ inhibitor–treated Jag1WT or Jag1KO cocultures with MEF cells. *P* values are calculated by a two-way ANOVA. Representative images and fiber alignment coefficients of (**H** and **J**) FN and (**I** and **K**) collagen of CDMs from control or recombinant TGFβ1-treated MEF monocultures or MEF cocultures with Jag1WT or Jag1KO cells. *P* values are calculated by a two-way ANOVA with Tukey’s multiple comparisons test. Data are presented as the means ± SEM of four independent experiments. Scale bars, 100 μm.

**Fig. 6.**
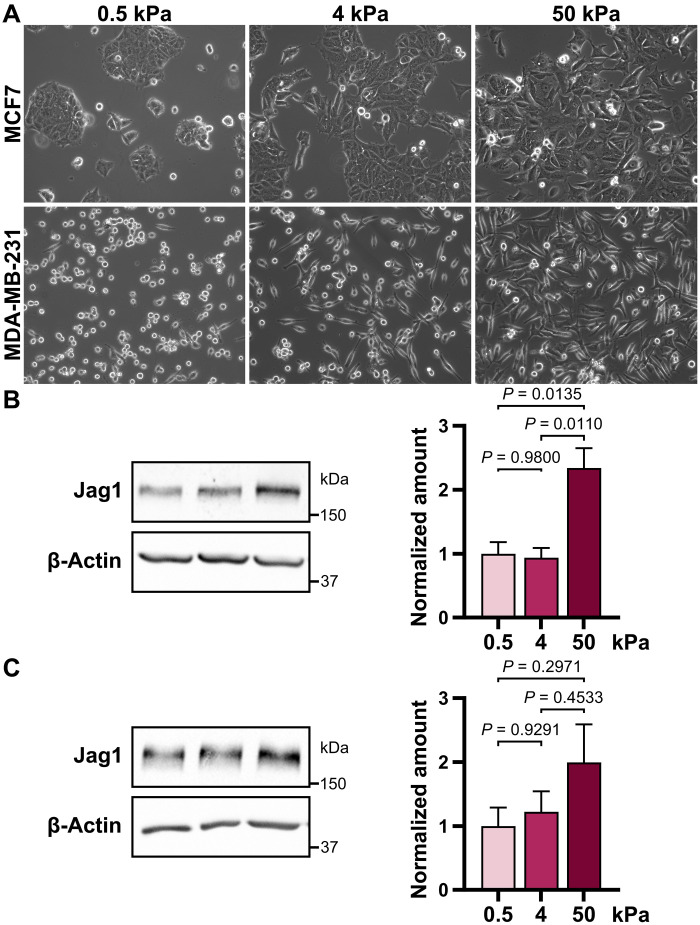
Matrix stiffness promotes Jagged1 protein expression. (**A**) Representative images of MCF7 and MDA-MB-231 WT cells grown on increasing substrate stiffness. Western blot analysis of Jag1 levels in (**B**) MCF7 and (**C**) MDA-MB-231 cells grown on increasing substrate stiffness. Quantifications of three independent experiments are shown to the right. Data are presented as the means ± SEM. *P* values are calculated by a one-way ANOVA with Tukey’s multiple comparisons test.

### Jagged1 promotes fibroblast activation and collagen deposition in vivo

To determine whether Jagged1 regulates fibroblast behavior and ECM production in vivo, we cocultured MEFs with either Jag1WT or Jag1KO cells in the CAM model. Jag1WT tumors were significantly bigger (average mass of Jag1WT tumors was 18.8 mg, and that of Jag1KO tumors was 10.3 mg), and on the basis of hematoxylin and eosin staining, they showed more histological resemblance to invasive breast cancer than Jag1KO tumors while demonstrating stronger eosin staining, possibly pointing to increased collagen (Fig. 7, A and B). We next analyzed tumor sections for the expression of collagen, FN, αSMA, and the level of phosphorylated SMAD2/3 as a marker of TGFβ activity (Fig. 7, C to F). αSMA-positive cells appeared to reside in glandular structures within the tumor, surrounded by pan-cytokeratin–positive cancer cells of epithelial origin. Similar separation of fibroblast and cancer cell location was seen previously in coculture spheroids (Fig. 4C). Blood vessels also showed bright αSMA staining because of smooth muscle cells in the vessel walls (Fig. 7E and fig. S9A). However, the αSMA-positive glandular structures did not show any positivity for the smooth muscle cell marker desmin (fig. S9, B and C), suggesting that these glandular structures are separate from the CAM-derived vasculature and contain xenografted cells. We quantified αSMA expression in these glandular structures, and it was 2.4 times higher in Jag1WT tumors, indicating Jagged1-induced myCAF differentiation (Fig. 7F). There was also a 27% increase in the amount of collagen in the whole-tumor area, even when cells were grafted in collagen-containing Matrigel, while the level of phosphorylated SMAD2/3 was 12% higher in Jag1WT tumors. No differences were seen in FN deposition, in line with our previous results from MEF coculture spheroids (Fig. 4D). Both αSMA (*ACTA2*) and multiple different collagens showed a positive RNA expression level correlation with Jagged1 in human datasets of patients with breast cancer (*26*) and displayed a prognostic value, especially in basal breast cancer, similar to Jagged1, while the correlation between FN and Jagged1 was much weaker (Fig. 7, G and H, and fig. S10A). Jagged1 expression also correlated positively with many matrix-remodeling enzymes, components of the TGFβ pathway, and several integrins in the patient dataset (fig. S10) (*26*), as also seen in our RNA sequencing and proteomics data and the scRNA-seq data (*25*). Together, our data establish Jagged1 as an important modulator of tumor tissue structure upstream of TGFβ in TNBC (Fig. 8).

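In the spheroid RNA, the 18 collagen, enzyme, TGFβ pathway and integrin genes that the paper plots for the patient dataset were tested as a list. Of these, 16 passed the filter in Jag1WT and Jag1KO, and 13 were higher in Jag1WT, with a median log2 fold change of 0.39 (camera adjusted p = 1.98e-08 over the 22 list tests outside the first 20). Over all genes tested 4 were called, ITGA5, ITGB3, COL18A1 and TGFBR1, and adjusted over the list alone 7, all higher. TGFBR1 had 125 ± 6.68 CPM in Jag1WT and 64.9 ± 12.7 CPM in Jag1KO (SD, n = 3 each), a log2 fold change of 0.95 (standard error 0.143, limma adjusted p = 0.0279), and kept its call in 1 of the 6 fits that left out one library. Of 17 tested in siCtrl against siJag1, 13 were higher, again with a median of 0.39 (camera adjusted p = 4.60e-10), and 6 were called over the list alone. Of the 22 list calls this was the only one that held with fry (adjusted p = 0.0216), and none held with an estimated correlation. In Jag1KO + rescue against Jag1KO + ctrl 6 of 16 were higher, with a median of −0.11 (camera adjusted p = 0.362). The list shares 6 genes with the integrins and 6 with the TGFβ pathway list. The TGFβ pathway list had 19 of 32 genes higher in Jag1WT than in Jag1KO and a median of 0.07 (camera adjusted p = 0.115), with 7 called over the list alone, 5 of them higher. Besides TGFBR1, LTBP1 was called higher (log2 fold change 0.71, limma adjusted p = 0.0379), and FST, which encodes an inhibitor of activins, lower (−1.84, limma adjusted p = 0.00503). LTBP1 kept its call in 1 of those 6 fits and FST in 5. This list had a median of 0.08 in siCtrl against siJag1 (camera adjusted p = 0.0357) and of 0.24 with the rescue plasmid (camera adjusted p = 0.160).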

**Fig. 7.**
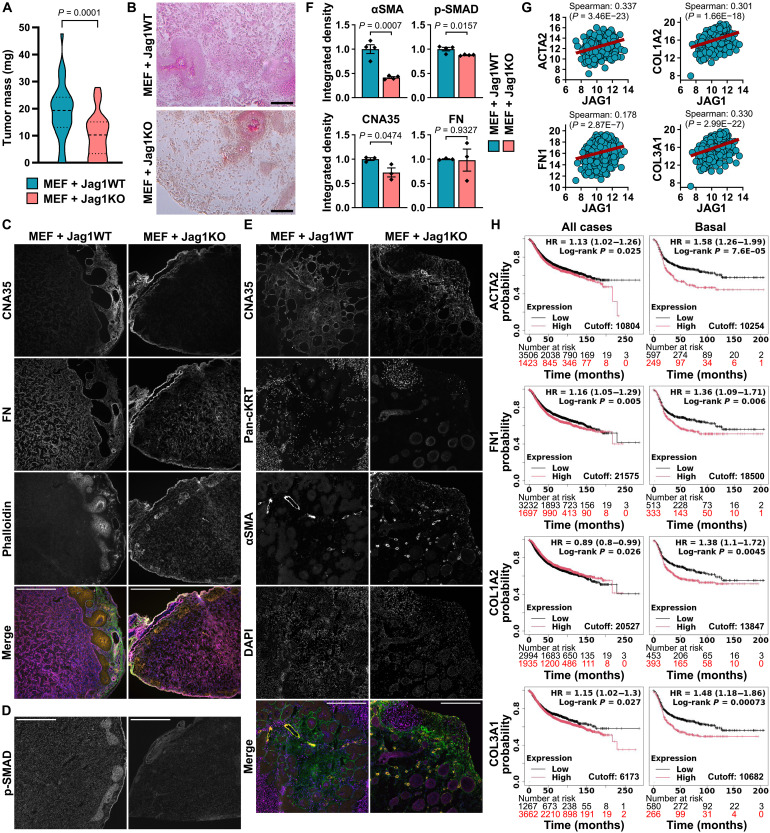
Jagged1 promotes collagen production and αSMA expression in vivo. (**A**) Tumor masses of MDA-MB-231 Jag1WT or Jag1KO cell cocultures with MEF cells in the chick CAM xenograft model. *P* values are calculated by a two-tailed unpaired *t* test. *n* = 37 tumors for Jag1WT and *n* = 40 for Jag1KO. (**B**) Hematoxylin and eosin–stained tissue sections of CAM tumors in (A). Scale bars, 100 μm. CAM tumor cryosections stained for (**C**) collagen (CNA35; green in merge), FN (magenta in merge), actin (phalloidin; orange in merge), and nuclei (DAPI; blue in merge); (**D**) phosphorylated SMAD2 (Ser^465/467^)/SMAD3 (Ser^423/425^) (p-SMAD); and (**E**) collagen (CNA35; green in merge), pan-cytokeratin (pan-cKRT; magenta in merge), αSMA (orange in merge), and nuclei (DAPI; blue in merge). Scale bars, 500 μm. (**F**) Quantifications of αSMA, p-SMAD, CNA35, and FN fluorescence integrated densities in CAM tumor cryosections. *n* = 4 tumors for αSMA and p-SMAD and *n* = 3 tumors for CNA35 and FN in each group. αSMA was quantified from glandular structures containing fibroblasts, and CNA35, FN, and p-SMAD were quantified from the whole-tumor area, excluding possible surrounding CAM. Data are presented as the means ± SEM. *P* values are calculated by a two-tailed unpaired *t* test. (**G**) mRNA expression level correlation with Jag1 mRNA expression in patients with breast cancer (TCGA, Cell 2015, *n* = 817) (*26*) and (**H**) relapse-free survival of patients with low (black) or high (red) expression of *ACTA2*, *FN1*, *COL1A2*, or *COL3A1* in all breast cancer cases and in basal breast cancer separately in the Kaplan-Meier Plotter database (*58*).

**Fig. 8.**
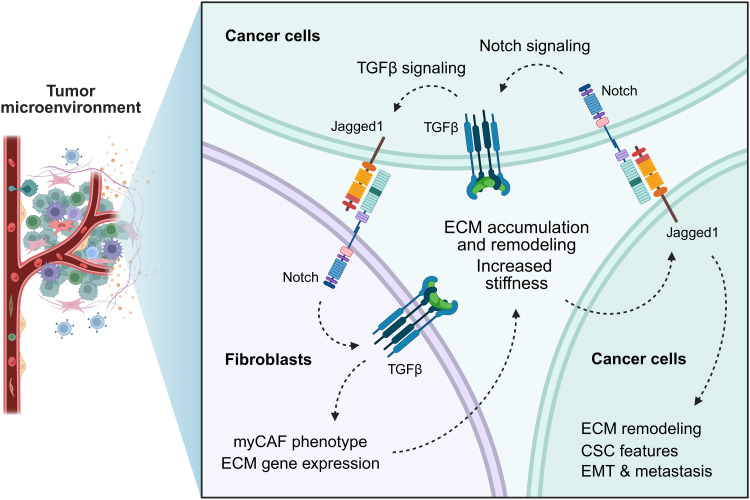
Jagged1-mediated cross-talk between TNBC cells and fibroblasts enhances myofibroblast activation, ECM accumulation, and alignment of ECM fibers via increased Notch activation and TGFβ activity. High Jagged1 expression promotes CSC-like features, EMT, and invasiveness of TNBC cells, thus enhancing tumor formation and metastasis. Jagged1 expressed by cancer cells activates Notch in the surrounding fibroblasts and increases TGFβ activity. Fibroblasts interacting with Jagged1-expressing cancer cells transdifferentiate into contractile myCAFs with increased deposition of ECM, especially collagen, and an increased capability of tumorigenic remodeling and aligning of the ECM fibers. In cancer cells, increased stiffness of the surrounding tissue and TGFβ activity induce further expression of Jagged1, leading to a tumor-promoting feed-forward loop. Jagged1 is a central modulator of the TNBC tissue structure, acting upstream of TGFβ. Created in BioRender. M. Parikainen (2025), https://biorender.com/o4se15z.

## DISCUSSION

The Notch signaling pathway is an attractive target for breast cancer treatment because of its roles in supporting CSCs, tumor heterogeneity, and chemoresistance (*34*–*36*). However, pan-Notch inhibition has failed clinically because of severe off-target effects, such as gastrointestinal toxicity, and the inherent complexity of the pathway, where different Notch receptors and ligands play distinct and sometimes opposing roles depending on the tumor context. Targeting specific Notch components requires a precise understanding of their context-dependent roles. Here, we show that the Notch ligand Jagged1 is highly expressed in TNBC, where it correlates with poor prognosis. This is in line with previous reports showing a higher expression of Jagged1 in aggressive breast cancer subtypes (*20*, *21*, *23*, *24*). We demonstrate how Jagged1 drives tumor growth and invasion by inducing CSC properties, EMT, and remodeling of the ECM in TNBC. Kumar *et al.* (*37*) showed a similar ligand-specific role for Dll1 in promoting luminal ER+ breast cancer but not TNBC. In contrast, Yamamoto and colleagues (*38*) described an expansion of CSCs via nuclear factor κB–dependent induction of Jagged1 that occurred only in basal-like breast cancer. These observations further strengthen the role of individual Notch ligands in distinct breast cancer subtypes.

Breast tissue goes through major alterations during the progression toward an invasive tumor. Increased deposition of fibrillar collagens and substantial remodeling of the ECM lead to increased tissue stiffness, driving tumor progression and metastasis (*3*–*5*). TGFβ signaling is a major driver of adverse tissue remodeling in aggressive cancer and fibrosis (*39*). Our data demonstrate that Jagged1 promotes collagen accumulation and ECM fiber alignment through cancer cell-fibroblast cross-talk upstream of TGFβ, thus modulating the tissue structure. We further demonstrate that higher stiffness increases Jagged1 expression. TGFβ has been shown to induce Jagged1 expression (*22*, *40*, *41*), pointing toward a vicious cycle where Jagged1 induces increased tissue stiffness and TGFβ activity, which then further promote Jagged1 expression and tumor progression. Jagged1 can also cross-talk with the TGFβ pathway independently of Notch receptors by forming a transcriptional complex containing J1ICD, SMAD3, DDX17, and TGIF2 (*42*). While we consistently observe a Jagged1-induced, TGFβ-dependent accumulation of collagen across our in vitro and in vivo experiments, the amount of FN does not follow this pattern and is increased in Jag1KO cocultures with TIF cells despite the reduced TGFβ activity. Although TGFβ regulates the synthesis of both collagen and FN in a similar manner, the accumulation of FN in the matrix also depends on the presence of appropriate cell-surface adhesion receptors. Unlike collagens, FN is highly sensitive to degradation by various serine proteases and matrix metalloproteinases. While we do observe a positive correlation between Jagged1 and FN at the RNA level in patient data, we do also see Jagged1-dependent differences in the expression of multiple matrix-degrading enzymes, such as MMP-7 and MMP-9. Hence, differential degradation may explain the discrepancies in protein levels we observe. Notably, the alignment of FN fibers does not appear to depend on its concentration, as Jagged1 induced fiber alignment in both MEF and TIF cell cocultures. The exact mechanisms by which Jagged1 cross-talks with TGFβ and different types of fibroblasts in TNBC should be further elucidated.

CAFs are the major regulators of ECM remodeling in tumors. CAFs display substantial phenotypic and functional heterogeneity, with their highly variable context-dependent subsets and cellular origins leading to a lack of definitive markers to distinguish CAFs from all other cell types of the TME, such as pericytes and smooth muscle cells (*6*–*9*). Matrix-producing myCAFs, typically found in close proximity to cancer cells, express high αSMA and other TGFβ-responsive genes (*43*). Our data indicate that Jagged1-Notch signaling between cancer cells and fibroblasts drives myCAF activation, characterized by increased αSMA expression, TGFβ signaling, and matrix production. In our scRNA-seq data analysis, we did see some fibroblast clusters expressing markers of pericytes and adipocytes, suggesting that the data might contain falsely annotated cells or that the fibroblasts originated from these cell types and retain some marker gene expression. As, especially, pericytes can express similar contractility markers as myofibroblasts and have a high Notch gene signature, we reanalyzed the fibroblast scRNA-seq data without the pericyte marker–positive clusters. Even after the reanalysis, we could see a Jagged1-dependent increase in myCAF, Notch, and TGFβ marker gene expression, further validating our conclusion of Jagged1-Notch–induced myCAF activation. Previous data show that αSMA is a direct Notch target gene (*44*), and other studies confirm Notch-dependent αSMA induction through cell-cell contact (*13*, *16*, *45*–*47*). Pelon and colleagues (*15*) identified four subpopulations of breast CAFs, with the subset CAF-S4 displaying a significant up-regulation of Notch receptors 1 to 3 and demonstrating matrix remodeling and metastasis-promoting functionality. The same group later identified five subpopulations of myCAFs, with TGFβ-myCAFs distinguished by a high TGFβ gene signature (*30*). Direct contact with cancer cells, but not cancer cell–conditioned medium, induced TGFβ-myCAF differentiation, while *NOTCH3* and *HES4* were reported among the marker genes of this fibroblast subpopulation, suggesting Notch dependency. Our data show that Jagged1 induces differentiation of fibroblasts with a TGFβ signature and a highly similar set of marker genes as TGFβ-myCAFs, including Notch target genes and *LAMP5*. A higher abundance of TGFβ-myCAFs predicted progression of ductal carcinoma in situ into invasive breast cancer (*48*), making them an attractive therapy target.

Previous data support the reversibility of the myofibroblastic activation state of CAFs, making CAF targeting an exciting treatment opportunity (*49*–*51*). Targeting the stromal cells by TGFβ blockade or direct targeting of CAF markers has been shown to inhibit tumor growth and trigger antitumor immune responses (*52*–*54*). Our results indicate that Jagged1 is important in mediating myCAF activation, TGFβ signaling, and the development of tumor fibrosis in TNBC, suggesting that therapeutically targeting Jagged1 could be a promising approach to control the CAF phenotype and adverse TME remodeling. Notably, targeting Jagged1 may be beneficial only against the more aggressive breast cancer subtypes, as we have shown that it is only in these subtypes that the Jagged1 expression level has a prognostic value for patient survival. In accordance with our data, a TGFβ-dependent formation of a reactive stroma through Jagged1 overexpression in cancer cells was reported in a Pten null mouse model of prostate cancer (*55*), potentially extending the scope of disease contexts that might benefit from Jagged1-targeted therapy. Possible challenges and unanswered questions with this approach include whether an already formed ECM structure is reversible and whether excessive reversal of the fibrotic ECM state will lead to tumor collapse, hampering drug delivery and immune infiltration while releasing matrix-embedded growth factors and cytokines. Future studies will need to focus on a more comprehensive analysis of Jagged1-mediated effects on other cell types within the TME besides fibroblasts, such as immune cells and adipocytes. Because of the pleiotropic effects and context dependency of Notch signaling in the TME, the correct target and timing of Notch-based therapeutics must also be carefully planned.

## MATERIALS AND METHODS

### Cell culture and treatments

Human breast cancer cell lines MDA-MB-231, MDA-MB-436, SK-BR-3, mouse fibroblast cell line MEF, and human fibroblast cell line TIF (a gift from J. Ivaska, University of Turku, Turku, Finland) were grown in high-glucose Dulbecco’s modified Eagle’s medium (DMEM), supplemented with 10% fetal bovine serum, 2 mM glutamine, penicillin (100 units/ml), and streptomycin (100 μg/ml). The human breast cancer cell line MDA-MB-361 was supplemented with 20% fetal bovine serum. Human breast cancer cell lines BT474, HCC1954, and T47D were grown in RPMI instead of DMEM, with the same supplements. The human mammary epithelial cell line MCF10A was grown in DMEM/F12, supplemented with 5% horse serum, 2 mM glutamine, penicillin (100 units/ml), streptomycin (100 μg/ml), epidermal growth factor (20 ng/ml), hydrocortisone (0.5 μg/ml), cholera toxin (100 ng/ml), and insulin (10 μg/ml). All cells were maintained at 37°C with 5% CO_2_ and regularly screened for mycoplasma infections. TGFβ receptor kinase inhibitor SB-431542 (10 μM; MedChemExpress), 10 μM gamma-secretase inhibitor PF-03084014 (MedChemExpress), 500 μM LOX inhibitor β-aminopropionitrile (MedChemExpress), or recombinant human TGFβ1 (10 ng/ml; PeproTech) were added to the medium where stated. For siRNA-mediated Jagged1 silencing, a cocktail of two siRNAs with the following sequences was used at a final concentration of 25 nM: 5′-GGG AUU UGG UUA AUG GUU A(dTdT)-3′ and 5′-GAA CCA CAG CAA CGA TCA CAA(dTdT)-3′. 

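Both siRNA sequences were matched to the transcripts of GENCODE 44. The first, GGGAUUUGGUUAAUGGUUA, matches only transcripts of JAG1, 3 of them, in sense orientation. In the reference transcript of 5940 bases it lies at positions 1863 to 1881, across the junction of exons 11 and 12 in the coding sequence. The second, GAACCACAGCAACGAUCACAA with the paper's T written as U, matches 1 transcript of JAG1 and no other gene, at positions 4568 to 4588 in the 3′ untranslated region of exon 26 (chromosome 20, 10639036 to 10639056). The nontargeting sequence CCUACAUCCCGAUCGAUGAUG matches 0 of the 252835 transcripts searched. Only full matches were counted.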

The nontargeting control siRNA sequence was 5′-CCU ACA UCC CGA UCG AUG AUG(dTdT)-3′. siRNAs were transfected with the Lipofectamine RNAiMAX transfection reagent (Invitrogen) according to the manufacturer’s instructions.

### Generation of Jagged1 knockout and Jagged1 rescue cells

MDA-MB-231 WT cells have endogenous expression of Jagged1. 

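JAG1 lies on chromosome 20 of hg38 from 10637684 to 10673999 on the minus strand (GENCODE 44), with 26 exons and a coding sequence of 3654 bases. The guide sequence TATCAGTCCCGCGTCACGGC has 1 full match in the 25 chromosomes searched, at 10672825 to 10672844 on the minus strand and next to the PAM CGG. This site is in exon 2, bases 244 to 263 of the coding sequence and codons 82 to 88, and Cas9 is expected to cut between 10672827 and 10672828. The edited alleles of the 15 clones were not analysed here.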

To create a Jagged1-negative cell line, single guide RNA 5′-TATCAGTCCCGCGTCACGGC-3′, targeting Jagged1 exon 2, was cloned into pSPCas9(BB)-2A-GFP (PX458) (Addgene, no. 48138) (*56*), and the construct was transfected into Jag1WT cells. Transfected cells were sorted using flow cytometry as single cells on a 96-well plate on the basis of GFP expression, allowed to form colonies, and then checked for successful Jagged1 knockout using DNA sequencing and Western blotting. Fifteen single-cell clonal Jag1KO populations were mixed in equal ratios to create the final Jag1KO cell line. Jag1KO cells were then transfected either with a pcDNA3.1 vector carrying Jagged1 cDNA to generate the Jag1KO + rescue cell line or with an empty pcDNA3.1 vector to create the negative control cell line Jag1KO + ctrl. Jag1KO + rescue and Jag1KO + ctrl cells were grown in the presence of G418 (500 μg/ml) selection.

### CAM model

For monocultures, 1 × 10^6^ MDA-MB-231 cells were transplanted onto the CAM of fertilized chicken eggs on embryonic day 8 in 20 μl of Matrigel (4 mg/ml; Corning, no. 356231) and allowed to form tumors for 5 days. Simple randomization was used to allocate eggs into different sample groups. Afterward, tumors were excised from the CAM and weighed. For cocultures, 1 × 10^6^ MDA-MB-231 cells and 1 × 10^6^ MEF cells were used. Optimal cutting temperature compound–embedded CAM tumors were snap-frozen with liquid nitrogen and stored in −80°C until further processing.

### Zebrafish invasion assay

The zebrafish used in experiments were bred and handled in the Zebrafish Core of Turku Bioscience Centre under license MMM/465/712-93 (Ministry of Agriculture and Forestry in Finland). The xenotransplantation of zebrafish embryos was performed as described in (*57*). MDA-MB-231 cells were stained with 10 μM CellTracker Green CMFDA dye (Thermo Fisher Scientific) before xenotransplantation. A cell suspension (2.3 nl) in phosphate-buffered saline (PBS), containing 200 cells, was microinjected into the duct of Cuvier/common cardinal vein of 2-days-postfertilization zebrafish pigmentless casper strain (roy−/−; mitfa−/−) embryos. Simple randomization was used to allocate embryos into different sample groups. The following day, embryos were imaged with a Nikon Eclipse Ti2-E microscope, with a Nikon Plan-Apochromat 2×/0.06 objective, and invaded cells were analyzed with ImageJ/FIJI software, as described in (*57*). The number of invaded cells in zebrafish tails was counted manually by adjusting the brightness and contrast of the original images to distinguish individual cells. The image analysis was performed blinded.

### Kaplan-Meier survival plots

Relapse-free survival of patients with breast cancer was assessed in the Kaplan-Meier Plotter database for breast cancer (*58*). The JetSet optimal probe set was used for each gene, and patients were split by autoselect best cutoff. StGallen molecular breast cancer subtypes were used to visualize subtype-specific survival, and ER array status was used to split patients into ER+ and ER− subgroups.

### Single-cell data processing

The scRNA-seq data generated by Bassez *et al.* (*25*) were obtained from https://lambrechtslab.sites.vib.be/en/single-cell. The available filtered count matrices and cell annotations were used as a starting point and reprocessed using the R package Seurat version 5 (*59*). The code used in processing the data is provided with this paper (data file S1). Briefly, treatment-naïve cohort 1 samples were retrieved, low-quality cells were filtered on the basis of the quality control distribution for each cell type, and data were log normalized and scaled with default parameters. An expression value of 0.5 for JAG1 was used to split TNBC cells into Jag1-high and Jag1-low populations. For fibroblasts, a clustering resolution of 0.5 was used, and small subclusters of endothelial and T cells were removed on the basis of cell type marker expression. Patients with at least 50 cancer cells in the tumor sample were retained for analysis of fibroblasts to assess tumor Jag1 status reliably. The GSEAs were conducted with Metascape (*60*) using the cell type–specific transcriptomes in the dataset as background genes.

### 3D Matrigel cultures

Cell culture plates were first coated with a thin layer of Matrigel (4 mg/ml; Corning, no. 356231). For 96-well plates, 5 × 10^3^ cells per well were seeded in 60 μl of Matrigel (2 mg/ml). For six-well plates, 5 × 10^4^ cells per well were seeded in 600 μl of Matrigel (2 mg/ml). siRNA transfections were performed 7 hours before cell seeding. Matrigel was allowed to solidify overnight, after which the prewarmed cell culture medium was added on top of the 3D cultures. Spheroids were allowed to grow for 7 days. The fresh medium was changed once on day 4. The gamma-secretase inhibitor PF-03084014–containing medium was changed every 24 hours. Spheroids were extracted from Matrigel for further analysis with 5 mM EDTA in PBS. Briefly, 3D cultures were washed three times with ice-cold PBS before adding ice-cold EDTA/PBS and transferring the cultures to Falcon tubes on ice. Matrigel was allowed to dissolve for 15 min before collecting the spheroids by centrifugation.

### RNA sequencing and transcriptomics data processing

RNA was isolated using the NucleoSpin RNA kit (MACHEREY-NAGEL, no. 740955). The sequencing library was prepared using the Illumina TruSeq Stranded mRNA HT Sample Preparation kit, and sequencing was performed using an Illumina NovaSeq 6000 SP with a 2 × 50–base pair read length at the Finnish Functional Genomics Centre in Turku, Finland. Reads were quality checked and postprocessed at the Medical Bioinformatics Centre, Turku, Finland. Briefly, reads were aligned against the human reference genome (hg38), and uniquely mapped reads were used to generate gene-wise read counts. TMM (trimmed mean of *M* values) normalization from the Bioconductor package edgeR was used to normalize the filtered gene counts between the samples. Normalized counts as CPM (counts per million) values were used as input in further analysis. Genes with more than 1 CPM expression in at least 50% of the replicates were retained in the analysis. The raw count data were transformed to CPM offset by 1, log_2_ transformed, and then further analyzed using the Bioconductor package ROTS to acquire fold change and false discovery rate (fdr) values. The GSEA was conducted using Metascape (*60*).

### Gene expression in datasets of patients with breast cancer

Data of patients with breast cancer were accessed and downloaded through the cBioPortal service (*61*–*63*). Jagged1 mRNA coexpression *z*-scores were evaluated relative to RNA sequencing diploid samples in a breast invasive carcinoma dataset [The Cancer Genome Atlas (TCGA), Cell 2015] (*26*), with *n* = 817 consisting of 808 female and 9 male patients of varied ethnicity and race. Simple linear regression and Spearman’s rank correlation were used for modeling the correlation between mRNA expression levels, and *P* values were calculated by a two-tailed unpaired *t* test.

### Proteomics of spheroid samples

Spheroids were made using no. 24-35 micromolds from 3D Petri Dish, MicroTissues, according to the manufacturer’s instructions, with 1.4 × 10^5^ MEFs and 1.4 × 10^5^ of either Jag1WT or Jag1KO cells mixed and added into one mold. The medium was supplemented with ascorbic acid (50 μg/ml) and changed daily. After 15 days of culture, spheroids were collected, and samples were processed and analyzed by liquid chromatography–mass spectrometry, as described in (*64*). DIA files were processed with Spectronaut (version 16.3, Biognosys), as described in (*64*), using human UniProt-reviewed sequences, along with their isoforms (release 2022_01), as a reference. A maximum of five variable modifications per peptide were allowed. A minimum peptide length of seven amino acids with a maximum peptide length of 52 amino acids, containing a maximum of two missed cleavages, was allowed. The statistical analysis was performed using Perseus (version 1.6.14.0) on the basis of a customized pivot report containing the MS2 quantification data from Spectronaut. The MS2 quantities were log_2_ transformed and normalized with width adjustment. Welch’s *T* test with Benjamini-Hochberg fdr was used. ECM proteins were identified using the MatrisomeDB database (https://matrisomedb.org/) (*65*).

### Immunofluorescence staining of spheroid samples

For staining of coculture spheroids, MDA-MB-231 and MEF cells were stained with 10 μM CellTracker Orange CMRA and CellTracker Deep Red dyes (Thermo Fisher Scientific), respectively, before mixing cells together. Spheroids were grown in the same way as mentioned previously in the “Proteomics of spheroid samples” section. After 15 days of culture, spheroids were collected by centrifugation, washed with PBS, and then fixed and permeabilized in PBS containing 4% paraformaldehyde and 1% Triton X-100 for 3 hours at +4°C. After fixation, spheroids were washed in PBST (0.1% Triton X-100 in PBS) for 15 min and then incubated in blocking buffer [3% bovine serum albumin (BSA) in PBST] for 3 hours at +4°C. Spheroids were washed for 15 min in PBST and then incubated in CNA35 [20 ng/μl; pET28a-EGFP-CNA35 was a gift from M. Merkx; Addgene, plasmid no. 61603 (*31*)] and 600 nM 4′,6-diamidino-2-phenylindole (DAPI) in PBST overnight at +4°C with gentle shaking. Spheroids were washed three times in PBST and mounted on microscopy slides in glycerol. A Zeiss LSM880 Axio Observer.Z1 confocal microscope and ZEN 2.3 SP1 black edition software were used for imaging. The objective used was a Zeiss Plan-Apochromat 20×/0.8.

### Western blotting

Spheroids were lysed on ice with Laemmli SDS sample buffer containing 3% β-mercaptoethanol, and protein lysates were denatured by boiling. Proteins were separated by SDS–polyacrylamide gel electrophoresis and transferred to a nitrocellulose membrane using a wet transfer apparatus, followed by blocking with 5% nonfat dry milk in tris-buffered saline (TBS). Membranes were incubated with primary antibodies diluted in 3% BSA/0.02% NaN_3_ overnight at +4°C, followed by incubation with a secondary antibody, coupled to horseradish peroxidase, for 1 hour at room temperature (RT). The following antibodies and dilutions were used: 1:1000 Jagged1 (Cell Signaling Technology, cat. no. 2620, RRID: AB_10693295), 1:1000 phospho-Smad2 (Ser^465/467^)/Smad3 (Ser^423/425^) (Cell Signaling Technology, cat. no. 8828, RRID: AB_2631089), 1:1000 Smad2/3 (Santa Cruz Biotechnology, cat. no. sc-133098, RRID: AB_2193048), 1:1000 αSMA (Cell Signaling Technology, cat. no. 19245, RRID: AB_2734735), 1:2500 FN (BD Biosciences, cat. no. 610077, RRID: AB_2105706), 1:1000 ERα (Santa Cruz Biotechnology, cat. no. sc-8002, RRID: AB_627558), 1:1000 β-tubulin (Cell Signaling Technology, cat. no. 86298, RRID: AB_2715541), 1:200,000 β-actin (Sigma-Aldrich, cat. no. A1978, RRID: AB_4766922), and 1:5000 HSC70 (Enzo Life Sciences, cat. no. ADI-SPA-815, RRID: AB_10617277). Proteins were detected with SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific) using the iBright FL1500 Imaging System (Invitrogen). The results were normalized against housekeeping protein expression and by using the sum-of-all-data-points method. For collagen visualization, the dot blot technique was used. Cell lysates were directly spotted on a nitrocellulose membrane, allowed to dry, rinsed with MQ-H_2_O, and stained for total protein using the Revert 700 Total Protein Stain Kit (Li-COR) according to the manufacturer’s instructions. After destaining, nonspecific binding was blocked with 5% nonfat dry milk in TBS, and the membrane was incubated with CNA35 (20 ng/μl) in PBS for 1 hour at RT. The membrane was washed with TBS, and the GFP signal was imaged using the iBright FL1500 Imaging System (Invitrogen). ImageJ/FIJI software was used to quantify images. Unprocessed Western blots are provided in the Supplementary Materials.

### Cell-derived matrices

CDMs were produced as previously described in (*66*). Briefly, 6 × 10^5^ fibroblast cells for monocultures or 2 × 10^5^ MDA-MB-231 cells and 4 × 10^5^ fibroblast cells for cocultures were plated on gelatin-coated coverslips and allowed to form a confluent monolayer overnight. The following day, treatment with ascorbic acid (50 μg/ml) was started and continued for 12 or 15 days for TIF or MEF cocultures, respectively. The ascorbic acid–containing medium was changed daily. After cell denudation, CDMs were fixed and stained as described in (*66*). For FN staining, a mouse anti-FN antibody (2.5 μg/ml; BD Biosciences, cat. no. 610077, RRID: AB_2105706) was used, followed by an anti-mouse Alexa Fluor 555–conjugated secondary antibody (4 μg/ml; Molecular Probes, cat. no. A-21424, RRID: AB_141780). Collagen was visualized using CNA35 (20 ng/μl), incubated together with the secondary antibody. CDMs were imaged using a Zeiss LSM880 Axio Observer.Z1 confocal microscope using ZEN 2.3 SP1 black edition software. The objective used was a Zeiss Plan-Apochromat 20×/0.8. One *z* slice from the middle of the sample was captured, and five images per sample at randomized positions were acquired for analysis. Fiber alignment coefficients were analyzed with CurveAlign version 4.0 beta software (*67*, *68*). Fibers in the image boundary were excluded from analysis, and the third finest scale was used.

### Recombinant Notch ligand coating

Gelatin-coated coverslips were incubated with Recombinant Protein G (50 μg/ml; Thermo Fisher Scientific) in PBS at RT overnight. Coverslips were washed three times with PBS, blocked with 1% BSA/PBS for 1 hour at RT, and washed three times with PBS. Coverslips were then incubated with 10 nM recombinant human Fc-linked Notch ligands (R&D Systems; Jag1, no. 1277-JG; Dll1, no. 10184-DL; Dll4, no. 10185-D4) or 10 nM recombinant human Fc-linked IgG1 (immunoglobulin G1; R&D Systems, no. 110-HG) in 0.1% BSA/PBS overnight at +4°C. Coverslips were washed three times with PBS before plating cells for CDM production.

### CAM cryosection staining

Snap-frozen CAM tumors in optimal cutting temperature compound were cut into 8-μm cryosections for immunofluorescence staining and 6-μm cryosections for hematoxylin and eosin staining. For immunofluorescence staining, cryosections were fixed and permeabilized with 4% paraformaldehyde/1% Triton X-100 in PBS for 10 min at RT, washed with PBS, and incubated in blocking buffer (10% horse serum in PBS) for 30 min at RT. Primary antibodies against FN (BD Biosciences, cat. no. 610077, RRID: AB_2105706), αSMA (Cell Signaling Technology, cat. no. 19245, RRID: AB_2734735), pan-cytokeratin (Sigma-Aldrich, cat. no. C2562, RRID: AB_476839), phospho-Smad2 (Ser^465/467^)/Smad3 (Ser^423/425^) (Cell Signaling Technology, cat. no. 8828, RRID: AB_2631089), and desmin (Bio SB, cat. no. BSB 5460, RRID: AB_3716523) were diluted 1:100 in blocking buffer and incubated on cryosections overnight at +4°C. The following day, cryosections were washed three times with PBST and incubated with secondary antibodies (4 μg/ml; anti-mouse Alexa Fluor 555, Molecular Probes, cat. no. A-21424, RRID: AB_141780; anti-rabbit Alexa Fluor 647, Molecular Probes, cat. no. A-31573, RRID: AB_2536183), 165 nM Alexa Fluor 633 Phalloidin (Invitrogen, no. A22284), CNA35 (20 ng/μl), and 600 nM DAPI in blocking buffer for 1 hour at RT. Cryosections were washed three times with PBS, rinsed once with MQ-H_2_O, and mounted with Mowiol/DABCO on microscopy slides. A Zeiss LSM880 Axio Observer.Z1 confocal microscope and ZEN 2.3 SP1 Black Edition software were used for imaging, with a Zeiss EC Plan-Neofluar 10×/0.30 objective. Integrated signal densities were quantified using ImageJ/FIJI software.

### Quantitative PCR

RNA was isolated using the NucleoSpin RNA kit (no. 740955, MACHEREY-NAGEL), and cDNA was prepared from 1 μg of RNA using the SensiFAST cDNA Synthesis kit (Bioline). The reaction mixtures for quantitative PCR were prepared with 5xHOT FIREPol EvaGreen qPCR Mix Plus with ROX (Solis BioDyne) at a 10-μl final reaction volume, containing 4 μl of cDNA and primers at a 250 nM final concentration. Primer sequences are provided in table S8. Cycle threshold (CT) values were normalized to UBC CT values, and fold changes were calculated with the 2−ΔΔCt formula

### Protein expression on increasing substrate stiffness

MDA-MB-231 or MCF7 WT cells were plated on Matrigen Softwell Petrisoft 35-mm Dish Collagen (Cell Guidance Systems) dishes with 0.5-, 4-, or 50-kPa stiffness values for 72 hours before cell lysis with Laemmli SDS sample buffer containing 3% β-mercaptoethanol. Lysates were analyzed by Western blotting, as described above.

### Statistical analysis

Statistical analyses and illustrations were prepared using GraphPad Prism 10.3.1 or R/R-Studio (version 4.4.2). Experiments were independently repeated a minimum of three times. Detailed information about exact *n* values, displayed data and error bars, and statistical tests are reported in the figure legends. The normality of the data was tested using the Shapiro-Wilk test before the use of any parametric tests. The ROUT method (*Q* = 0.5%) was used to detect and remove two outliers from Jag1KO zebrafish invasion data in Fig. 1F. Statistical source data are provided in data file S2.

How the deposited data were processed for this re-analysis (not part of the article)

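RNA was measured in 18 libraries from 3D Matrigel cultures of MDA-MB-231 cells, with 3 replicates in each of the 6 conditions Jag1WT, Jag1KO, siCtrl, siJag1, Jag1KO + rescue and Jag1KO + ctrl. The authors prepared stranded mRNA libraries, aligned the reads to hg38 and counted the uniquely mapped reads on each gene, and the deposited counts are whole numbers without normalization for 21411 genes given by Entrez gene number and symbol. The deposited CPM are these counts divided by the library size after TMM normalization by the authors, which was checked from the ratio of both values in each library. The deposited RPKM are, as checked on the values, the authors' CPM divided by 1 length per gene. Of the RPKM columns, 3 spelled siJaq1 matched no sample label and were not used, and the RPKM served only to give the length of each gene. Table S2 of the paper was held in part and gave the paper's calls.

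The lowest and highest totals of reads counted on genes were 10330581 and 18327890. A gene with a count of 0 in a library was taken to have at most 3 reads there, and these limits cover counting error only. Of the genes, 292 had no symbol and took at most 0.0442% of the counts of a library.

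The quasi-likelihood test of edgeR on the counts, which had been chosen before the data were examined, was not run. The count and CPM tables are separated by semicolons, so that an automated reading of their units failed, and the 2 count models were left out for that reason, while the voom weights named below were computed from the counts. The test of limma (version 3.58.1 in R 4.3.3) with a mean-variance trend on log2(CPM + 1), which had been listed with that first choice as an alternative and is on the scale the authors tested, took its place. DESeq2, another listed alternative, was not run either. Genes above 1 CPM in at least 3 of the 6 libraries compared were tested, and genes with a Benjamini-Hochberg FDR below 0.05 and a fold change above 1.5 were called, both thresholds being those of the paper. The authors used ROTS, which was not installed and was re-implemented in Python 3.11.15 with numpy 2.4.6 and 100 bootstraps as an alternative. On simulated data with 200 genes above 10 CPM changed 2-fold to 4-fold and the same dispersion for every gene, the median of the real ones, limma recovered 198 of them and called 6 of 12728 unchanged genes, and ROTS recovered 197 and called 5. On the same data camera called 0 of 50 lists of unchanged genes and 50 of 50 lists with raised genes. With the spread limma estimated for each gene, it recovered 195 of 200 in Jag1WT against Jag1KO, 180 in the rescue and 191 in siCtrl against siJag1, and called 14, 11 and 10 unchanged genes. Genes were drawn independently of each other, so these counts test the scripts and do not give the power of the comparisons.

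The comparisons were Jag1WT against Jag1KO, Jag1KO + rescue against Jag1KO + ctrl and siCtrl against siJag1. Jag1KO + ctrl against Jag1KO and siCtrl against Jag1WT, between which JAG1 was not changed on purpose, served as 2 control comparisons. Neither the labels nor the paper's text name which cultures are paired. Libraries with unlike numbers were not compared, so the check that follows does not establish a pairing. Whether the replicate numbers pair the libraries was checked from the correlation, across genes, of the deviations of libraries with the same number from their group means. In siCtrl and siJag1 these correlations were 0.543, 0.523 and 0.263, and in siCtrl and Jag1WT 0.597, 0.714 and 0.213, so that values with the replicate number as a block are given beside the others there. In Jag1WT and Jag1KO (0.634, 0.670 and −0.0101), in Jag1KO + rescue and Jag1KO + ctrl (−0.213, 0.341 and 0.240) and in Jag1KO + ctrl and Jag1KO (−0.346, 0.290 and −0.607) at least 1 of the 3 was below 0.1, and the block is an alternative only. Differences between comparisons were tested with an interaction contrast over 12 libraries and genes above 1 CPM in at least 6 of them, and a fit of the 3 comparisons together used the 12803 genes above 1 CPM in at least 9 of the 18 libraries.

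Gene lists were tested with camera of limma, with a preset correlation of 0.01 between genes. The p values were adjusted over the 20 tests chosen with the design, and those of the other 22 list tests as a second family that was formed after the values were seen. The collagens, integrins, matrix-remodeling enzymes and ribosomal proteins are families of symbols, and the ECM list joins the collagens and enzymes with other core matrix proteins. The TGFβ pathway and Notch target lists were written by hand. The S and G2/M genes of the cell cycle list are those shipped with Seurat (version 5.3.0). The proteomics lists hold the proteins drawn as up or down in Fig. 4B, the patient correlated list the genes plotted in fig. S10, and the CSC and EMT list the markers of Fig. 2, E and F (CD44, CD24, PROM1, EPCAM, ANPEP, VIM, SOX9 and CCN2). The cell migration and ATF4 stress lists were written after the held part of table S2 had been read, so their results are not independent evidence. Over-representation was tested with two-sided Fisher's exact tests on the genes tested, among genes at an FDR below 0.05 without the fold-change threshold, as in the paper's legend.

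Genes were named by a rule: JAG1 and every gene the paper names; in each comparison the 5 genes with the largest changes in each direction among those called whose groups did not overlap; called members of the collagen, integrin, enzyme, Notch target and TGFβ lists; members of the patient, proteomics and marker lists; and genes called in the same direction in all 3 comparisons.

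The alternatives were size factors from the median of ratios, other filters or none, a fit on all 18 libraries, a replicate block, other thresholds, ROTS, fry and an estimated correlation for the lists, and leaving out each library in turn. Precision weights from voom on the deposited counts, a pseudocount of 0.1 in place of 1, the use of ROTS calls for over-representation and the block in the list tests of the control comparisons were added after the data had been seen. Positions, transcripts and sequence matches come from hg38 with GENCODE 44, the build the paper names. Tables were handled with pandas 2.3.3 and plots drawn with matplotlib 3.10.9.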

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

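The tests in this part were set before their results were seen, apart from the counts of genes that moved toward the Jag1WT level with the rescue plasmid, the list tests with the replicate block between siCtrl and Jag1WT and the growth-state reading of the cell cycle and ATF4 lists, which were chosen afterwards.

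The effect of Jag1 knockout differed from that of Jag1 knockdown for 14 of 12814 genes by a test of the difference itself (interaction contrast, FDR below 0.05), while 504 genes had an unadjusted p below 0.05 against 640.7 by chance. IGFN1 (difference of log2 fold changes −2.85, limma adjusted p = 0.0103) and MAGEC1 (−1.95) led, followed by SPANXA1, MAGEB2, MAGEC2, KCNN3, PLCB1, MAGEA12, AZGP1, PVT1, SPANXB1, XAGE2, PAGE5 and IL13RA2. Apart from IGFN1, MAGEC1 and KCNN3 these were named after their values had been seen. IGFN1 had 8.11 CPM in Jag1WT and 71.1 CPM in Jag1KO, but 6.55 CPM in siCtrl and 7.45 CPM in siJag1. Libraries were then redrawn between the comparisons within the same JAG1 status, Jag1WT with siCtrl and Jag1KO with siJag1. As many genes came from 12 of 100 draws, so the number by itself may be a matter of how the libraries were grouped. With the replicate number as a block 23 genes differed, and without a filter on low values 4 did. Without Jag1WT replicate 1 or siCtrl replicate 3 the count was 0. Reads shared between paralogs, which the MAGE, SPANX, PAGE and XAGE families have, were not tested. A clonal difference of the knockout line, made from 15 clones, and a different degree or duration of Jagged1 loss are biological explanations that stay open.

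The effect of Jag1 knockout differed from that of the rescue for 77 of 12850 genes, and 2916 had an unadjusted p below 0.05 against 642.5 by chance. MAGEC1 (difference of log2 fold changes −2.77, limma adjusted p = 0.000469), CSMD1 (−2.97), KCNN3 (−1.98), COL18A1 (2.52) and IGFN1 (−3.82, limma adjusted p = 0.0103) were among them. Only 1 of 100 draws of the labels, the real one, gave as many. The draws exchanged libraries of Jag1WT with Jag1KO + rescue and of Jag1KO with Jag1KO + ctrl. Any difference between these groups widens the spread within the redrawn ones, so the draws cannot exclude grouping by chance. The count rested on single libraries, since it was 14 without Jag1KO + ctrl replicate 1 and 2580 without Jag1KO + ctrl replicate 3. Of the 54 genes called higher in Jag1WT than in Jag1KO apart from JAG1, and without a filter on low values in the rescue, 40 moved toward the Jag1WT level with the Jagged1 plasmid (74.1%, against 54.9% of all genes higher in Jag1WT; 37 without Jag1KO + rescue replicate 2, the lowest count without a single library). This argues against a difference of the knockout line that the plasmid did not change as the explanation for all of them, while it stays open for the others, and genes are not independent of each other. Of the 38 genes called lower in Jag1WT, 14 did so (36.8%, against 55.5%). Of the 37 of them above the filter, 7 separated fully toward the Jag1WT level with the plasmid and 11 away from it, so the explanation is left open for that group. IGFN1, CSMD1, KCNN3 and MAGEC1 belong to it. With the plasmid their log2 fold changes were 0.84, 0.18, −0.14 and 0.85, so that IGFN1 and MAGEC1 moved farther from the Jag1WT level. Selection of clones during editing and growth under G418 are open explanations, and the data give no parental cells under G418 to separate them.

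Between Jag1KO + ctrl and Jag1KO, which the paper does not compare, 0 of 13004 genes were called, 781 had an unadjusted p below 0.05 against 650.2 by chance, and 10.1% of the genes did not overlap against 10% by chance. Several lists nevertheless moved in camera (adjusted over 28 list tests of both control comparisons). The ATF4 stress list was lower in Jag1KO + ctrl (37 of 38 genes, median log2 fold change −0.69, adjusted p = 4.99e-14), and the ECM list (72 of 110 higher, median 0.18, adjusted p = 0.00367), the integrins (12 of 15 higher, median 0.25, adjusted p = 0.00707) and the patient correlated genes (11 of 16 higher, median 0.23, adjusted p = 0.0196) were higher. With fry or an estimated correlation, adjusted in the same way, none of the 28 was below 0.05 (0.592 or more with fry, 0.956 or more with an estimated correlation). The mean of the ATF4 list was 6.36, 5.93 and 7.66 in Jag1KO + ctrl replicates 1, 2 and 3, and 7.32 to 7.56 in Jag1KO. The lower level thus rested on replicates 1 and 2, while replicate 3 lay above every Jag1KO library. Sequencing depth is argued against for the ATF4 list, since with each library thinned to 10330581 reads the median was −0.71 and camera gave an unadjusted p of 1.50e-15. With the cell cycle mean of each library as a covariate, the median was −0.57 and the unadjusted p of camera 7.63e-18. Camera was run there with the preset correlation only. Replicates 1 and 2 of Jag1KO + ctrl also had the highest cell cycle means of both groups, 5.72 and 6.09. The growth state of the cultures is therefore left open as a cause. An effect of the empty plasmid and of G418 on matrix and stress genes may be part of the comparison with the rescue, and it is not separated from variation between cultures, since fry and the estimated correlation leave no list below 0.05. The count of splits decides nothing here, since with 0 genes called all 10 of the 10 splits give at least as many.

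Between siCtrl and Jag1WT 0 of 12847 genes were called, 182 had an unadjusted p below 0.05 against 642.35 by chance, and 6.30% of the genes did not overlap. With the replicate number as a block, MYBL2 was higher (limma adjusted p = 0.0456) and SLCO4A1 lower (limma adjusted p = 0.0140) in siCtrl, both named after their values had been seen. The cell cycle list was higher in siCtrl, with 87 of 97 genes higher and a median of 0.21 (camera adjusted p = 4.51e-06, and 1.39e-22 with the block, but 0.981 with fry and 0.956 with an estimated correlation, both without the block), a signal in data that the paper does not compare. As 0 genes were called, all 10 of 10 splits gave at least as many; 8 gave 0, 1 gave 1 gene, and the split of siCtrl replicate 1, Jag1WT replicate 1 and Jag1WT replicate 3 from the rest gave 273 genes. That split parts 1 pair of libraries with the same replicate number, where the real one parts all 3, and the 4 splits that part all 3 pairs gave 0 genes each. The separated libraries are those with the lowest cell cycle means, 4.18, 4.14 and 4.10 against 4.48 to 5.10, so that the growth state of the cultures is a candidate explanation. It is tested below with r = −0.722 between deviations of the cell cycle and ATF4 lists, pooled over all groups. Within Jag1WT and within siCtrl these deviations did not show that opposite relation. An effect of transfection stays open as a biological explanation.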

How the results depend on the processing

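Precision weights from voom, a pseudocount of 0.1 and the ROTS calls used for over-representation were chosen after the values had been seen, and the other alternatives of this part were not. The quasi-likelihood test of edgeR and the Wald test of DESeq2 were not run. Size factors from the median of ratios left each count of called genes at the reported value or within 1.5 times of it, and no list or correlation changed direction or its side of the threshold with them. The same held for dropping the fold-change threshold and, among the counts within single comparisons, for the voom weights and the pseudocount.

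The 55 genes higher and 38 lower in Jag1WT than in Jag1KO became 87 and 67 in a fit on all 18 libraries, 146 and 132 with the replicate block, and 9 and 20 at an FDR below 0.01. ROTS called 77 higher and 102 lower. With the block all 93 called genes were still called, and 82 of them with the voom weights and 82 with ROTS. In Jag1KO + rescue against Jag1KO + ctrl the counts were 987 higher and 1143 lower in the fit on all 18 libraries and 1172 and 1598 with ROTS, against 2 and 0, and only JAG1, 1 gene, was higher when the filter required 9 of the 18 libraries. In siCtrl against siJag1 0 genes were higher as reported, 2 without a filter (COL6A3 and TFF1), 6 in the fit on all 18 libraries, 4 with the block and 17 with ROTS. In the control comparisons MAGEC1 was higher in Jag1KO + ctrl than in Jag1KO in the fit on all 18 libraries (1 gene), and with the block MYBL2 was higher (1 gene) and SLCO4A1 lower (1 gene) in siCtrl than in Jag1WT. Genes called in the same direction in all 3 comparisons numbered 3 in the fit on all 18 libraries (JAG1, COL6A3 and SERPINB9), 1 with the block (JAG1) and 5 with ROTS. TFF1, MYBL2 and SLCO4A1 were named after their values had been seen. The fit on all 18 libraries has more degrees of freedom for the spread by its construction; the cause of the other changes was not tested.

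The 14 genes whose effect differed between Jag1WT against Jag1KO and siCtrl against siJag1 became 4 without a filter (IGFN1, MAGEC1, CSMD1 and HDAC11, the last named after its values had been seen) and 23 with the block. The 77 genes whose effect differed from that in the rescue became 51 without a filter, 909 in the fit on all 18 libraries, 49 with voom weights and 51 with a pseudocount of 0.1.

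Among the list tests, which are given as p adjusted over 20 tests, the collagens in Jag1WT against Jag1KO went from 0.00790 to 0.0659 without a filter and to 0.0680 with the block, and the integrins in siCtrl against siJag1 from 0.0117 to 0.0514 and 0.0680. The direction of the enzymes in Jag1WT against Jag1KO reversed in the fit on all 18 libraries (0.812) and with fry (0.936), far from the threshold in both. With fry the collagens in Jag1WT against Jag1KO had an adjusted p of 0.129. It was 0.195 for the integrins and the migration list in Jag1WT against Jag1KO, for the ECM and ATF4 lists in the rescue and for the ECM, collagen and integrin lists in siCtrl against siJag1. The cell cycle list had 0.248 in Jag1WT against Jag1KO, 0.277 in the rescue and 0.703 in siCtrl against siJag1, the integrins 0.211 in the rescue and the ATF4 list 0.445 in siCtrl against siJag1. With the correlation estimated for each list the value was 0.467 for the integrins and the cell cycle in the rescue and the ATF4 list in siCtrl against siJag1, 0.576 for the cell cycle in siCtrl against siJag1, and 0.456 for the remaining lists that had been below 0.05. Both alternatives allow for the correlation between genes of a list that the preset value of 0.01 does not. Over-representation of the cell cycle list among genes lower in Jag1WT reversed from p = 1 (Fisher's exact test) to p = 0.000138 with the genes at an FDR below 0.05 in the block fit, without the fold-change threshold (7 genes of the list) and to p = 2.41e-10 with those of ROTS (11 genes); the cause was not tested. The ECM and migration over-representation stayed below 0.05 under each alternative that kept all libraries.

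Each library was left out in turn. Genes higher in Jag1WT than in Jag1KO ranged from 2 (COL6A3 and MAGEB2, without Jag1WT replicate 3) to 369 (without Jag1KO replicate 1) and genes lower from 10 to 656 in the same fits. In the rescue they ranged from 0 (without Jag1KO + rescue replicate 3 or Jag1KO + ctrl replicate 2) to 1737 higher and from 0 to 2013 lower, both highest without Jag1KO + ctrl replicate 3. In siCtrl against siJag1 the range was 0 to 4 higher (4 without siJag1 replicate 2: JAG1, COL6A3, COL18A1 and LTBP3) and 0 to 0 lower, where 497 genes have an unadjusted p below 0.05. In Jag1KO + ctrl against Jag1KO it was 0 to 114 higher and 0 to 184 lower, highest without Jag1KO + ctrl replicate 3, and in siCtrl against Jag1WT 0 to 0 in both directions, where 182 genes have an unadjusted p below 0.05. Genes called in all 3 comparisons ranged from 0 to 1 (JAG1, without siJag1 replicate 2). The differences between comparisons ranged from 0 (without Jag1WT replicate 1 or siCtrl replicate 3) to 10 genes (without Jag1KO replicate 1) for the siRNA and from 14 (without Jag1KO + ctrl replicate 1) to 2580 (without Jag1KO + ctrl replicate 3) for the rescue. A fit on 5 libraries has fewer degrees of freedom, which lowers counts; the cause of the rises was not tested here.

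For the lists the adjusted p in Jag1WT against Jag1KO ranged from 0.0188 (without Jag1WT replicate 1) to 0.978 (without Jag1KO replicate 1, direction reversed) for ECM, from 0.000197 to 0.264 (without Jag1KO replicate 1) for collagens, from 6.06e-06 to 0.0397 for integrins, and from 0.387 to 0.901 for enzymes, whose direction reversed without Jag1WT replicate 3 or Jag1KO replicate 1. It ranged from 5.18e-38 to 9.00e-12 for the cell cycle, from 0.166 to 0.634 for ATF4 (reversed without Jag1WT replicate 2 or Jag1KO replicate 3), from 8.70e-07 to 0.0185 for migration and from 0.0557 to 0.328 for TGFβ. In the rescue it ranged from 0.000175 to 0.0440 for ECM, from 0.0403 (without Jag1KO + rescue replicate 2) to 0.211 for collagens, from 0.00253 to 0.120 (without Jag1KO + ctrl replicate 3) for integrins, from 0.0312 (without Jag1KO + rescue replicate 2) to 0.618 for enzymes, from 1.39e-17 to 5.51e-06 for the cell cycle and from 5.20e-20 to 7.07e-09 for ATF4. In siCtrl against siJag1 it ranged from 1.38e-08 to 0.00373 for ECM, from 6.28e-12 to 0.000415 for collagens, from 0.00259 to 0.0580 (without siJag1 replicate 1) for integrins, from 0.118 to 0.635 for enzymes, from 2.05e-15 to 0.0535 (without siCtrl replicate 1) for the cell cycle, which reversed without siJag1 replicate 2, and from 1.13e-13 to 0.767 (without siJag1 replicate 2) for ATF4. The p of over-representation (Fisher's exact test) ranged from 1.27e-06 to 0.0166 for ECM, from 8.54e-11 to 1 for migration, where it was 1 without Jag1WT replicate 3 or Jag1KO replicate 3, and from 7.56e-80 (without Jag1KO replicate 1) to 1 for the cell cycle. For migration it was also above 0.05 without Jag1WT replicate 1 or Jag1KO replicate 2. The correlation of log2 fold changes across genes ranged from 0.111 to 0.546 between Jag1WT against Jag1KO and the siRNA, from −0.00253 to 0.378 between the former and the rescue, and from −0.294 to 0.461 between the siRNA and the rescue. The cause of these changes was not tested.

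Of 574 values of single named genes under the alternatives 512 kept their direction and their side of the threshold, 19 fell below it, 34 passed it and 9 reversed, each of the 9 without a single library and none of them called. These were LOX and LOXL3 in Jag1WT against Jag1KO (ranges of −0.0864 to 0.37 and −0.10 to 0.13), LOX, LOXL2 and CCN2 in the rescue (−0.58 to 0.0252, −0.26 to 0.0651 and −0.59 to 0.0714), and LOXL1, LOXL3, LOXL4 and IGFN1 in siCtrl against siJag1 (−0.15 to 0.18, −0.11 to 0.15, −0.30 to 0.19 and −0.40 to 0.0126). LOXL1 and LOXL4 passed the thresholds as lower in the rescue in the fit on all 18 libraries, without Jag1KO + ctrl replicate 3 and with ROTS.

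The depth limits genes with few reads: COL6A2 and NPTX1 have counts of 0 in one group, so only lower bounds of their change can be given, and MMP7 and MMP9 were below the filter.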

Differences from the paper's values

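The tests of the paper's values in this part use settings that had been set before the data were examined, apart from the use of ROTS calls for the cell cycle list, which was chosen after the result was seen. From the held part of table S2, the paper's number of genes higher in Jag1WT than in Jag1KO at the same thresholds is 164, against 55 here. With the replicate number as a block the count was 146, the only alternative set before the data were examined that came within 1.5 times of the paper's. The fit on all 18 libraries (87), ROTS (77), the other filters, the size factors, the other thresholds and each fit without a single library (2 to 369) did not.

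The paper's number of genes higher in Jag1KO + rescue than in Jag1KO + ctrl is at least 1041, since the table was held in part, against 2 here. The fit on all 18 libraries gave 987 and ROTS 1172, both within 1.5 times of 1041. The block, the filters, the size factors, the thresholds and the fits without a single library (0 to 1737) did not come within that range. Because 1041 is a lower bound, how near 987, 1172 and 1737 are to the paper's full count cannot be told.

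The paper's number of genes higher in siCtrl than in siJag1 is 24, against 0 here, where 497 genes had an unadjusted p below 0.05. ROTS, set before the data were examined, gave 17. No filter (2), the fit on all 18 libraries (6), the block (4) and the fits without a single library (0 to 4) did not come within 1.5 times of the paper's count.

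For 36 log2 fold changes of named genes in the held part of table S2, 0 differed from the values here. Of 250 values under the alternatives 14 differed, all of them in fits without a single library.

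Each of the 55 and 2 genes called higher here in Jag1WT against Jag1KO and in the rescue is also called in the held part of the paper's table. The paper's table also calls named genes that are not called here. In Jag1WT against Jag1KO these are COL5A1, ITGA1, ITGB4 and MMP10. COL5A1 was called in the fit on all 18 libraries (limma adjusted p = 0.00985), with the block (0.0171) and without Jag1KO replicate 1 (0.0101), and ITGA1 in the same settings (0.0405, 0.00378 and 0.0145). ITGB4 was called with the block (0.00365), and MMP10 with the block (0.0374), without Jag1KO replicate 1 (0.000374) and with ROTS.

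In siCtrl against siJag1 the paper's table calls JAG1, COL6A3, COL18A1, HES1, SERPINB9, AFAP1L2 and COL5A1. JAG1 was called in the fit on all 18 libraries (limma adjusted p = 0.00286), with the block and without siJag1 replicate 2 (0.00998). COL6A3 was called in those settings, without a filter (0.0391) and without siJag1 replicate 1 (0.00791), COL18A1 with the block and without siJag1 replicate 2 (0.0164), and SERPINB9 in the fit on all 18 libraries (0.0450). ROTS called each of these genes except COL5A1, which no setting called.

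In the rescue the paper's table calls COL6A3, HES1, SERPINB9, TGFBR1, AFAP1L2, MMP10, KRT79 and MAGEC1. The fit on all 18 libraries and ROTS called each of them, with adjusted p of 0.0409 or less in the former, and so did the fit without Jag1KO + ctrl replicate 3, apart from AFAP1L2 and KRT79. In that last fit the highest adjusted p was 0.00606.

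The paper states that the transcriptome of Jag1WT samples has more LOX enzymes. Here the log2 fold changes of the 5 genes in Jag1WT against Jag1KO were between −0.27 (LOXL1) and 0.67 (LOXL4), with adjusted p of 0.578 or more.

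The paper's plot of terms has cell division and DNA replication among the terms of genes lower in Jag1WT. Here 0 of the 97 cell cycle genes were among the called genes lower in Jag1WT, although 25 had an unadjusted p below 0.05. At an FDR below 0.05 without the fold-change threshold there were 7 with the block and 80 without Jag1KO replicate 1, and with ROTS calls, a use of them chosen after the values had been seen, there were 11. As a list the cell cycle genes went in the direction of the paper's terms, with 94 of 97 lower in Jag1WT and a median of −0.76. Its camera adjusted p of 1.04e-19 did not hold with fry or an estimated correlation.

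The paper states that enzymes degrading the matrix such as MMP-7 and MMP-9 depend on Jagged1, without naming the samples. In the spheroids MMP7 had at most 2 and MMP9 at most 10 reads per library, so that no difference was detectable at this depth.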

Other observations

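The growth-state test of the first principal component, the tests on Jag1KO + ctrl replicate 3, the adjustment of the list tests in the fit of the 3 comparisons together and of the 22 remaining list tests, the tests of the proteomics list without JAG1 and the counts of genes moved by the rescue plasmid were chosen after the results had been seen, and the other tests of this part before.

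The first principal component of the 18 libraries took 47.3% of the variance and followed the mean of the cell cycle list (Pearson's r 0.941, permutation p = 1e-04, the smallest that 10000 permutations can give; Spearman's rho 0.880, permutation p = 1e-04; r 0.909 without Jag1KO + ctrl replicate 2 and siJag1 replicate 2). Of the 5 relations tested, that with the total count had r −0.138 (permutation p = 0.584, rho −0.104, permutation p = 0.681, r 0.148 without 2 libraries), which argues against sequencing depth. The share of counts taken by the 50 most abundant genes had r −0.478 (permutation p = 0.0447, adjusted to 0.0745; rho −0.304, permutation p = 0.222) and −0.304 without siJag1 replicate 2 and Jag1KO replicate 2, so that the relation rests on these and the part of a few abundant genes cannot be told apart. Pooled over the 18 libraries, deviations of the cell cycle and ATF4 list means from the group means went in opposite directions, as the growth state of the cultures would give (r −0.722, permutation p = 2e-04, adjusted to 5e-04; rho −0.736, permutation p = 9e-04; r −0.608 without siJag1 replicate 2 and Jag1KO + ctrl replicate 2). Jag1WT and siCtrl did not show this. In Jag1WT the highest cell cycle mean (4.91) went with the highest ATF4 mean (7.57). In siCtrl the lowest cell cycle mean (4.18) went with the lowest ATF4 mean (7.44). In each other group the library with the highest cell cycle mean had the lowest ATF4 mean. A difference between cultures in proliferation and nutrient supply is a candidate explanation for the spread between replicates in those other groups. Neither the labels nor the paper's text name a batch to test beside it.

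This spread bears on the counts of genes. In Jag1WT against Jag1KO 2 of the 10 splits of the 6 libraries gave at least as many called genes as the real one. The other one, Jag1WT replicates 1 and 3 with Jag1KO replicate 1 against the rest, gave 983 genes against 93 and separates the libraries with cell cycle means of 4.14, 4.10 and 4.11 from those with 4.91 or more. In the rescue 1 of 10 splits gave at least as many, in siCtrl against siJag1 10 of 10 and in Jag1KO + ctrl against Jag1KO 10 of 10, the last 2 because 0 genes were called. Libraries of siCtrl and siJag1 with the same replicate number deviated together, and the 4 splits that part all 3 such pairs gave 0 genes each.

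Among the list tests in Jag1WT against Jag1KO, as small a p came from 5 of the 10 splits for ECM, 2 for collagens, 1 for integrins, 7 for enzymes, 3 for the cell cycle, 9 for ATF4, 2 for migration and 2 for TGFβ. In the rescue these were 5 for ECM, 5 for collagens, 4 for integrins, 8 for enzymes, 5 for the cell cycle and 4 for ATF4. In siCtrl against siJag1 they were 1 for ECM, 1 for collagens, 1 for integrins, 2 for enzymes, 9 for the cell cycle and 6 for ATF4. With 10 splits no share can fall below 0.1, so these tests decide nothing by themselves.

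Jag1KO + ctrl replicate 3 had a cell cycle mean of 4.41 where the other Jag1KO + ctrl libraries had 5.72 and 6.09, and an ATF4 mean of 7.66 where they had 6.36 and 5.93. Its JAG1 level of 147 CPM was near the 110 to 134 CPM of these libraries and far from the 534 to 657 CPM of Jag1KO + rescue, which argues against a mislabelled sample from that group, and its total of 16979545 reads was within the 14813722 to 18327890 of the other libraries of both groups, which argues against depth. The growth state of that culture stays open, and no biological explanation from the design was tested.

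When the 3 comparisons were fitted together with JAG1 status as the effect, 29 of 12803 genes were higher and 20 lower with JAG1, and 1 of 100 draws of the labels, the real one, gave as many, which argues against grouping by chance. With the cell cycle mean of each library added, 22 were higher and 9 lower, and 26 genes were called in both fits. COL6A3 had a log2 fold change of 2.65 (limma adjusted p = 1.84e-06), and with the cell cycle mean its limma adjusted p = 9.15e-06, which argues against the growth state as its cause. JAG1 (1.88), HES1 (2.23), SERPINB9 (1.18) and AFAP1L2 (1.31) were also called. That COL6A3 depends on Jagged1 in these cells may be put forward as a hypothesis. CCN2 was lower with JAG1 by −0.76 (limma adjusted p = 0.147) and was not called, and with the cell cycle mean it was lower by −0.49 (standard error 0.224, limma adjusted p = 0.740). Since it was not called in the first fit, the second does not decide on the growth state.

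The means of the lists were compared by JAG1 status over the 3 comparisons with two-sided exact permutation tests on 8000 assignments of the libraries. The p was 0.528 for collagens, 0.868 for integrins, 0.882 for ECM and 0.954 for enzymes, so no relation with JAG1 status was seen in these 4 lists, whose direction in the rescue was opposite to that in the other comparisons. It was 0.0178 for migration (difference 0.21), 0.045 for ATF4 (0.49) and 0.054 for the cell cycle (−0.67), and 0.124, 0.126 and 0.126 after adjustment over the 7 lists, so none passed the adjustment.

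Collagens, integrins and migration genes are longer than the genes tested as a whole, with medians of 6808, 5027 and 4087 against 3705 bases. With the trend over gene length removed, camera gave unadjusted p of 0.00925, 0.000206 and 5.78e-05 in Jag1WT against Jag1KO, and with the cell cycle mean as a covariate 2.22e-05, 3.13e-05 and 0.00520, which argues against gene length and growth state as the whole cause of their higher levels. These tests use the preset correlation between genes, under which the calls are not stable.

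Genes called between Jag1WT and Jag1KO were followed in the rescue to see which a difference of the knockout line alone could explain. Without a filter and without JAG1, 40 of the 54 higher in Jag1WT moved toward the Jag1WT level with the plasmid, and 14 of the 38 lower did. Of the latter 37 were above the filter, of which 7 separated fully in that direction and 11 in the opposite one, where the shares of all genes tested in the rescue give 5.91 and 6.09.

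In the fit of the 3 comparisons together, camera p were adjusted over 14 lists and are given first without and then with the cell cycle mean of each library, followed by those of fry, adjusted in the same way. Higher with JAG1 in all 4 were the TGFβ pathway list (adjusted p = 0.00949 and 0.0232, fry 0.00721 and 0.00382) and the Notch targets (0.00553 and 0.00187, fry 0.00339 and 0.00382). Their median log2 fold changes were small with the cell cycle mean, 0.02 for the TGFβ list (0.14 without it) and 0.10 for the Notch targets (0.36 without it). The Notch list had 5 genes here, among them HES1 with 2.23. The proteomics list of proteins drawn as up, tested without JAG1, was higher (0.0161 and 2.26e-10, fry 0.0619 and 0.00382), but not below 0.05 with fry and without the cell cycle mean. The migration list (0.000280 and 2.91e-05, fry 0.0331 and 0.126) and the patient correlated genes (0.00459 and 3.24e-05, fry 0.0366 and 0.0912) were also higher, but not below 0.05 with fry and the cell cycle mean, and the ATF4 list (1.12e-10 and 3.46e-05, fry 0.0848 and 0.501) was so with camera only. The CSC and EMT markers were lower as a list (0.0408 and 0.259, fry 0.0366 and 0.433). That list does not weigh which markers would rise and which would fall, so its sign does not tell whether CSC or EMT features changed. The cell cycle list was lower (2.97e-17, fry 0.0848) without its own mean as a covariate, and the ribosomal proteins were higher (0.0408 and 0.287, fry 0.466 and 0.800). The collagens had 0.436 and 0.00108 (fry 0.379 and 0.0912). The integrins, enzymes, ECM genes and proteins drawn as down were at 0.259 or more with camera and 0.462 or more with fry.

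The remaining lists, adjusted over 22 list tests, had these results. Without JAG1, the 14 other genes of proteins drawn as up in the paper's plot of coculture spheroids (Fig. 4B) had a median log2 fold change of 0.25 in Jag1WT against Jag1KO (9 higher, adjusted p = 0.000536, fry 0.210), −0.11 in the rescue (adjusted p = 0.381, fry 0.576) and 0.29 in siCtrl against siJag1 (12 higher, adjusted p = 1.98e-08, fry 0.209), and 9 of them are ECM genes. The 6 tested genes of proteins drawn as down had medians of −0.09, −0.21 and 0.05 (adjusted p = 0.796, 0.465 and 0.535). The Notch targets had 0.13, 0.38 and 0.36 (adjusted p = 0.158, 0.197 and 2.12e-06). The CSC and EMT markers had −0.07, −0.22 and −0.09 (adjusted p = 0.158, 0.209 and 0.158), and among them CD44 changed by −0.11, VIM by −0.04, SOX9 by 0.08 and CD24 by −1.08 in Jag1WT against Jag1KO, none called. CCN2 was the only marker called there when adjusted over the list alone. It was lower, with 114 to 218 CPM in Jag1WT and 237 to 493 CPM in Jag1KO. PROM1 and ANPEP were below the filter. The ribosomal proteins had −0.01, 0.10 and 0.04 (adjusted p = 0.421, 0.0525 and 0.121). The migration list had 0.23 in the rescue (adjusted p = 0.265) and 0.15 in siCtrl against siJag1 (47 of 60 higher, adjusted p = 1.98e-08), and the enzymes had 0.06 there (adjusted p = 0.307).

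TGFB1 changed by 0.40 in Jag1WT against Jag1KO (limma adjusted p = 0.553), FN1 by 0.37, NOTCH1 by 0.25 and NOTCH2 by 0.08, none of them called. The JAG1 mRNA that remained in Jag1KO does not show how much functional protein was made, since edited transcripts are also counted.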
